# A stromal Integrated Stress Response activates perivascular cancer-associated fibroblasts to drive angiogenesis and tumour progression

**DOI:** 10.1038/s41556-022-00918-8

**Published:** 2022-06-02

**Authors:** Ioannis I. Verginadis, Harris Avgousti, James Monslow, Giorgos Skoufos, Frank Chinga, Kyle Kim, Nektaria Maria Leli, Ilias V. Karagounis, Brett I. Bell, Anastasia Velalopoulou, Carlo Salas Salinas, Victoria S. Wu, Yang Li, Jiangbin Ye, David A. Scott, Andrei L. Osterman, Arjun Sengupta, Aalim Weljie, Menggui Huang, Duo Zhang, Yi Fan, Enrico Radaelli, John W. Tobias, Florian Rambow, Panagiotis Karras, Jean-Christophe Marine, Xiaowei Xu, Artemis G. Hatzigeorgiou, Sandra Ryeom, J. Alan Diehl, Serge Y. Fuchs, Ellen Puré, Constantinos Koumenis

**Keywords:** Cancer microenvironment, Stress signalling, Tumour angiogenesis

## Abstract

Bidirectional signalling between the tumour and stroma shapes tumour aggressiveness and metastasis. ATF4 is a major effector of the Integrated Stress Response, a homeostatic mechanism that couples cell growth and survival to bioenergetic demands. Using conditional knockout ATF4 mice, we show that global, or fibroblast-specific loss of host ATF4, results in deficient vascularization and a pronounced growth delay of syngeneic melanoma and pancreatic tumours. Single-cell transcriptomics of tumours grown in *Atf4*^Δ/Δ^ mice uncovered a reduction in activation markers in perivascular cancer-associated fibroblasts (CAFs). *Atf4*^Δ/Δ^ fibroblasts displayed significant defects in collagen biosynthesis and deposition and a reduced ability to support angiogenesis. Mechanistically, ATF4 regulates the expression of the *Col1a1* gene and levels of glycine and proline, the major amino acids of collagen. Analyses of human melanoma and pancreatic tumours revealed a strong correlation between ATF4 and collagen levels. Our findings establish stromal ATF4 as a key driver of CAF functionality, malignant progression and metastasis.

## Abstract (web summary)

Verginadis et al. show that ATF4 regulates *Col1a1* expression and collagen biosynthesis in perivascular cancer-associated fibroblasts, thereby supporting angiogenesis and progression in melanoma and pancreatic cancer.

## Main

The tumour microenvironment (TME) is a diverse ecosystem comprising multiple malignant cells and untransformed stromal and immune cells. These cells have functions that affect tumour growth and progression to metastasis and shape therapeutic responses^1,2^. Among stromal cells, CAFs constitute a distinct and heterogeneous population and are one of the most active and functionally important components of the TME^3,4^. These CAFs are often co-opted to support multiple hallmarks of cancer^5,6^. CAFs are the primary source of extracellular matrix (ECM) components, including collagens, fibronectin and matrix metalloproteinases^7^, which modulate tumour stiffness and facilitate tumour progression^8–10^. CAFs also secrete a plethora of cytokines, chemokines, growth factors and exosomes that further support tumour progression and modulate treatment responses^11–13^.

Despite recent advances in prevention and treatment, including immune checkpoint inhibitors, malignant melanoma remains a particularly aggressive and deadly malignancy^14^, which is partly attributed to its highly heterogeneous TME. Meanwhile, pancreatic ductal adenocarcinoma has one of the worst outcomes among all malignancies, with a median 5-year survival rate of 7%^15^. In both melanoma and pancreatic ductal adenocarcinoma, this heterogeneous TME coupled with disorganized vasculature, limits the delivery of oxygen and nutrients to malignant cells, which leads to the development of hypoxic and nutritional stress. Malignant cells exhibit altered signalling pathways that enable them to adapt to both cell intrinsic and cell extrinsic stressors within the TME. The Integrated Stress Response (ISR) is an evolutionarily conserved mechanism that promotes cellular adaptation to TME stresses^16–18^. ISR kinases, including PKR-like ER kinase (PERK), general control non-derepressible 2 (GCN2), double-stranded RNA-dependent protein kinase (PKR) and haem-regulated eIF2α kinase (HRI), converge on phosphorylation of the α-subunit of the eukaryotic translation initiation factor eIF2 (eIF2α) in response to such stresses. Phosphorylation of eIF2α reduces energy-consuming global translation and promotes efficient translation of stress-responsive genes, including activating transcription factor 4 (ATF4). ATF4 regulates the transcription of genes involved in antioxidant responses, autophagy and amino acid biosynthesis and transport^19,20^. We and others have established a critical tumour cell intrinsic role of ATF4 that culminates in the promotion of primary growth and the establishment of metastases in xenograft, allograft and transgenic models^21,22^. However, the potential roles of the ISR and particularly of ATF4 in host-dependent, tumour-adaptive processes, have not been extensively investigated.

Here, we show that global host ATF4 deletion significantly delays both primary and metastatic tumour growth. Tumours grown in ATF4 knockout (KO) mice exhibit deficiencies in markers of CAF activation, a significant reduction in the expression and biosynthesis of type I collagen and secretion of critical pro-angiogenic cytokines. We also report a significant positive correlation between collagen I and ATF4 levels in human tumours and a negative correlation between levels of collagen I with overall survival in patients with melanoma. These studies uncover a crucial, pro-tumourigenic role of the ISR pathway through CAF-dependent mechanisms and suggest effective modes for therapeutic intervention.

## Results

### Deletion of host ATF4 inhibits tumour growth

To test the impact of host ATF4 on tumour growth, we generated a tamoxifen-inducible KO mouse model by crossing *Atf4*^fl/fl^ mice with Rosa26::CreER^T2^ (Fig. 1a and Extended Data Fig. 1a) as previously described^23^. Rosa26::CreER^T2^:*Atf4*^WT/WT^ and Rosa26::CreER^T2^:*Atf4*^fl/fl^ mice were treated with tamoxifen (Fig. 1a), which results in almost complete (90–100%) excision of ATF4 as assayed by quantitative PCR with reverse transcription (RT–qPCR) analysis of *Atf4* mRNA levels in whole liver, lung and spleen homogenates of *Atf4*^Δ/Δ^ mice (Fig. 1b and Extended Data Fig. 1b). Ablation of ATF4 was well tolerated, causing only a modest and transient decrease in body weight (Fig. 1c). Full necropsy analysis of *Atf4*^Δ/Δ^ mice at 12 months after ATF4 deletion did not reveal overt pathological aberrations, apart from mild-to-moderate toxicity in the small intestine, spleen and liver (Supplementary Table 1).

**Fig. 1:**
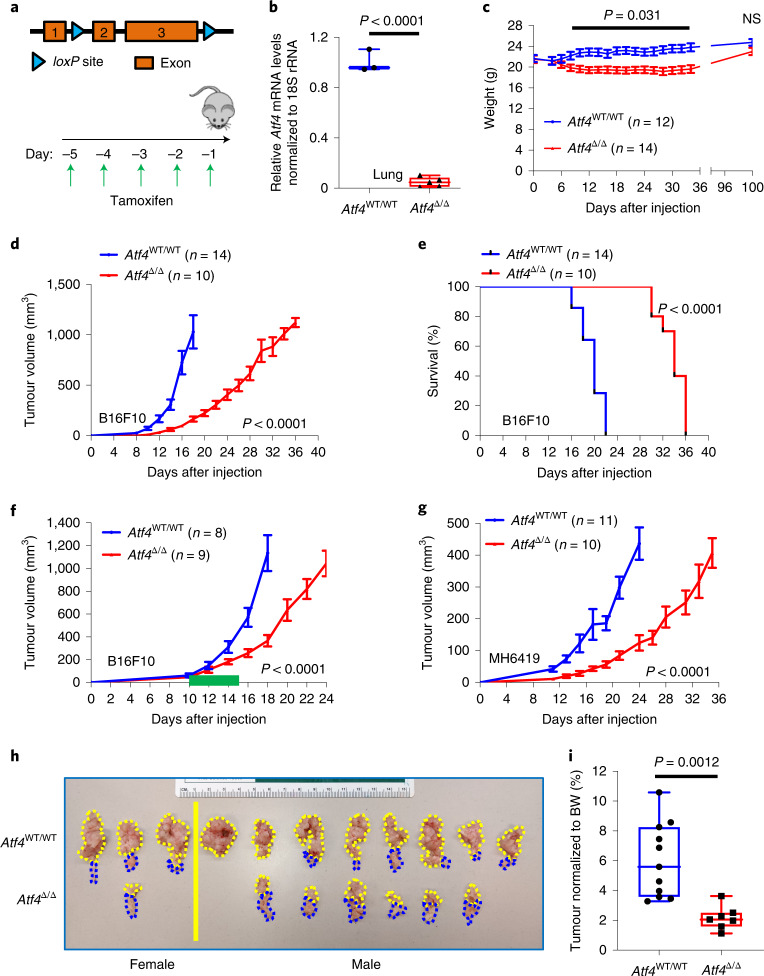
Host ATF4 deletion inhibits tumour growth and extends survival. **a**, Top: *loxP* sites flank exons 2 and 3 of the *Atf4* gene. Bottom: schematic of the tamoxifen treatment schedule. Tamoxifen (200 mg per kg body weight (BW) was given for 5 consecutive days by oral gavage. **b**, Box and whisker plot of the RT–qPCR results of *Atf4* mRNA levels in whole lung (*n* = 3–5 biologically independent samples per group). Unpaired two-sample *t*-test. **c**, Reversible BW loss after ATF4 excision. Two-way analysis of variance (ANOVA) analysis (until day 34). Values represent the mean ± s.e.m., unpaired *t*-test. NS, not significant. **d**, Tumour growth curves of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice following the injection of 5 × 10^5^ B16F10 cells. Values represent the mean ± s.e.m., two-way ANOVA analysis (until day 18). **e**, Kaplan–Meier survival analysis of the mice from **d** (log-rank (Mantel–Cox) test). **f**, Growth curves after injection of B16F10 cells into *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice with the tamoxifen administered after the tumours reached around 100 mm^3^ and continued for 5 days (dark green line on *x* axis). Values represent the mean ± s.e.m., two-way ANOVA analysis (until day 18). **g**, Tumour growth curves of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice following injection of 5 × 10^5^ MH6419 cells. Values represent the mean ± s.e.m., two-way ANOVA analysis (until day 24). **h**, Images from pancreas collected 3 weeks after injection of 5 × 10^4^ MH6419 cells orthotopically in the tail of the pancreas of *Atf4*^WT/WT^ (*n* = 11 biologically independent samples) and *Atf4*^Δ/Δ^ (*n* = 7 biologically independent samples). The yellow and blue dotted lines indicate the tumour and normal areas of pancreas, respectively. **i**, Box and whisker plot display the percentage tumour normalized to BW. Unpaired two-sample *t*-test. *n* in figures represent biologically independent samples. Source data

Mouse melanoma B16F10 cells were subcutaneously injected into the right flank of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice (Extended Data Fig. 1c). A pronounced delay in tumour growth was observed in *Atf4*^Δ/Δ^ mice accompanied by a significant increase in their survival compared with *Atf4*^WT/WT^ littermates (Fig. 1d,e and Extended Data Fig. 1d). These effects were not sex-dependent (Extended Data Fig. 1e). A significant inhibitory phenotype on tumour growth was also observed when host ATF4 was excised following the establishment of palpable B16F10 tumours, which provides further support for the role of ATF4 as a potential therapeutic target (Fig. 1f). To test whether these findings extend to other tumour types, we subcutaneously injected mice with syngeneic MH6419 pancreatic tumour cells, which originated from the *Kras*^LSL-G12D/WT^;*Trp53*^fl/fl^;*Pdx1*-Cre (KPC) model of spontaneous pancreatic cancer^24^. Similar to the results from the melanoma growth model, global host ATF4 ablation resulted in a pronounced delay in tumour growth and extension of overall survival (Fig. 1g and Extended Data Fig. 1f,g). As the TME can be highly variable depending on the tumour site, we also orthotopically injected MH6419 pancreatic tumour cells in the tail of the pancreas of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. Growth of these orthotopic pancreatic tumours was significantly reduced in *Atf4*^Δ/Δ^ mice compared with *Atf4*^WT/WT^ littermates 3 weeks after injection (Fig. 1h,i and Extended Data Fig. 1h–j). In total, these results indicate that host ATF4 contributes substantially to the establishment and growth of syngeneic tumours.

### ATF4 is essential for CAF activation

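In droplet-based single-cell RNA sequencing, each captured cell receives a barcode and each of its transcripts a unique molecular identifier (UMI), so that a count is a number of molecules per gene and cell. B16F10 is a mouse melanoma cell line. From the tumours of this experiment, 8 large B16F10 tumours (300 mm3) were analysed, 4 grown in *Atf4* WT/WT mice and 4 grown in *Atf4*Δ/Δ mice, in which *Atf4* is excised in the host by tamoxifen. The small tumours were not analysed here. The authors aligned the reads to GRCm38 with Cell Ranger and deposited, for each tumour on its own, the raw UMI counts per gene in every barcode called as a cell, without normalization. The deposited tables hold 23,101 barcodes from *Atf4* WT/WT mice and 18,824 from *Atf4*Δ/Δ mice. The total UMI count per tumour ranged from 37,283,598 to 74,942,137 in *Atf4* WT/WT mice, with a median of 43,009,862, and from 40,492,910 to 55,655,925 in *Atf4*Δ/Δ mice, with a median of 42,542,750. The paper states its depth in reads per cell, whereas every value here uses UMIs. The sample labels name the V3 kit and the paper's methods the V2 kit. The paper names 2 sequencing instruments, and its text does not name which library was run on which, so that a batch by instrument could not be tested.

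Starting from these counts, the filters of the paper's methods were applied again: at least 200 and at most 5,000 genes per cell, at most 7.5% mitochondrial counts, and genes detected in at least 3 cells. Counts were normalized to 10,000 per cell on a natural log scale with Seurat, the tumours of each genotype were merged, and the genotypes were integrated on 2,000 variable genes with the mitochondrial share regressed out. The first 20 principal components entered the nearest-neighbour graph and Louvain clustering. The paper's text does not name the resolution, so the one that came closest to the paper's 16 clusters was taken (0.6, with 17 clusters). The paper describes no doublet removal and none was applied. The doublet caller Scrublet, run per tumour, marked 17 of 28,411 cells (0.0598%) and has not worked on these data. Clusters were named from marker genes listed beforehand, and such a name is given as CAF-like, for example.

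To compare the genotypes, the UMI counts of a cell class were summed per tumour, so that the tumour and not the cell was the replicate. These sums were compared with edgeR's quasi-likelihood test after normalization by trimmed mean of M-values (TMM), over the genes that passed edgeR's expression filter, and p-values were adjusted by the Benjamini-Hochberg method. A tumour with under 10 cells of a class was left out of that class. Except where stated, levels are given as CPM (the counts of a gene per 1e+06 counts of the library) after TMM normalization. A positive log2 fold change is higher in *Atf4*Δ/Δ mice.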

To delineate the role of host ATF4 in the sequence of events leading to tumour growth, we performed transcriptional profiling at the single-cell level (single cell RNA sequencing (scRNA-seq)) in small (150 mm^3^) and large (300 mm^3^) B16F10 tumours grown in *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice (Extended Data Fig. 2a). We acquired single-cell transcriptomes from a total of 7,414 cells from small B16F10 tumours (3,860 cells from *Atf4*^WT/WT^ mice and 3,554 cells from *Atf4*^Δ/Δ^ mice) and 28,166 cells from large B16F10 tumours (14,526 cells from *Atf4*^WT/WT^ mice and 13,640 cells from *Atf4*^Δ/Δ^ mice) for downstream analysis. 

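After the filters on genes and mitochondrial counts, 28,411 cells remained from the large tumours, 14,767 from *Atf4* WT/WT mice and 13,644 from *Atf4*Δ/Δ mice. A cluster of 241 cells with a high mitochondrial share (median 7.03%) was removed, as in the paper's methods, and 230 of its cells came from *Atf4* WT/WT replicate 4. This left 28,170 cells, 14,532 from *Atf4* WT/WT mice and 13,638 from *Atf4*Δ/Δ mice, with 2,706 to 5,574 cells per tumour. The median number of genes per cell was 3,024 ± 201 (mean of the tumours' medians ± SD, n = 8 tumours) and the median mitochondrial share 5.15% ± 0.533 (SD, n = 8). Median UMIs per cell lay between 8,117 and 11,054.5 across the tumours. The limit on mitochondrial counts moved the number of cells most: at 15% in place of 7.5%, 38,001 cells were kept, 20,823 from *Atf4* WT/WT mice and 17,178 from *Atf4*Δ/Δ mice. In that setting no cluster was removed, so the move is not that of the limit alone. A cluster of 1,221 cells with a median mitochondrial share of 8.63% was kept there and named melanoma-like.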

Graph-based clustering of cells following uniform manifold approximation and projection (UMAP) identified seven distinct cell types in small tumours (Fig. 2a) and five in large tumours (Extended Data Fig. 2b), with CAFs accounting for 6.12% and 2.58% of the total cells in the small and large tumours, respectively. 

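Of the 17 clusters in the large tumours, 10 were melanoma-like (23,715 cells), 1 was CAF-like (732 cells), 1 was immune (898 cells), 1 was endothelial-like (36 cells) and 1 was the cluster removed for its mitochondrial share. The other 3 clusters (2,789 cells) stayed unnamed, since their median UMI counts of 1,038.5 to 1,544 per cell lay far below those of the melanoma-like clusters (8,389 to 14,824). In each of the 3, all 10 listed melanoma markers were detected in at least 10% of the cells, with *Dct* in 98.0%, 96.7% and 87.6%. The melanoma-like and unnamed shares given below thus depend on the limit set on UMIs. Of these 3 clusters, 1 was led by *Gm42418* and 1 by *Malat1*. The last (790 cells) had 4 haemoglobin genes (*Hbb-bs*, *Hbb-bt*, *Hba-a1*, *Hba-a2*) listed beforehand as erythroid markers among its 10 leading genes, but 1 of the 6 listed erythroid markers was detected in at least 10% of its cells, too few for a name. The melanoma-like clusters differed in cell-cycle genes (*Mki67*, *Top2a*), hypoxia genes (*Car9*, *Bnip3*), stress genes (*Hspa5*, *Ddit3*) and interferon-response genes (*Ifit1*, *Isg15*). Reclustering of the immune cells gave 7 subclusters, of which 2 were TAM-like (358 cells), 2 dendritic-like (81 cells) and 1 T/NK-like (100 cells), whereas 286 and 73 cells stayed unnamed. The smaller TAM-like subcluster was led by interferon and hypoxia genes (*Rsad2*, *Ifit1*, *Slc2a1*, *Ndrg1*), and the T/NK-like subcluster by immunoglobulin genes (*Igkc*, *Igha*, *Jchain*) besides *Nkg7* and *Gzmb*.

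The CAF-like cluster was led by *Col3a1*, *Col1a1*, *Col1a2* and *Dcn* and made up 2.60% of all cells kept. Per tumour, the CAF-like share was 1.88% ± 0.502 (SD, n = 4 tumours) in *Atf4* WT/WT mice and 3.59% ± 2.87 (SD, n = 4) in *Atf4*Δ/Δ mice, a difference smaller than the spread between tumours (exact permutation test on the tumours' shares, two-sided, p = 0.314; adjusted p = 0.729 over 6 classes by the Benjamini-Hochberg method). Among *Atf4*Δ/Δ tumours this share ran from 0.270% (10 cells) in replicate 3 to 7.14% (244 cells) in replicate 4. The TAM-like share was 0.801% ± 0.410 and 1.79% ± 1.17 in *Atf4* WT/WT and *Atf4*Δ/Δ mice (SD, n = 4 each; exact permutation test, p = 0.2, adjusted p = 0.729), a difference of 0.991 percentage points that ran from 0.485, without *Atf4*Δ/Δ replicate 2, to 1.41, without *Atf4*Δ/Δ replicate 3, with each tumour left out in turn. For melanoma-like cells the shares were 84.1% ± 4.28 and 83.7% ± 4.79 (exact permutation test, p = 0.914, adjusted p = 0.943). Unnamed cells made up 12.5% ± 3.18 and 10.2% ± 2.32 (exact permutation test, p = 0.2). With 4 tumours per genotype the smallest p that this test can give is 0.0286 before adjustment. After adjustment over 6 classes, a class that differed alone could not come under 0.05, however far apart its shares were. Taken as shares of the cells that were not melanoma-like, the difference in CAF-like cells grew from 1.72 to 8.10 percentage points, the largest move under the 7 alternatives tried (adjusted p = 0.607 by the same exact permutation test, and 0.4714 to 0.8571 over those alternatives). With each tumour left out in turn it ran from 0.537 percentage points, without *Atf4*Δ/Δ replicate 4, to 2.83, without *Atf4*Δ/Δ replicate 3.

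**Figure D1:**
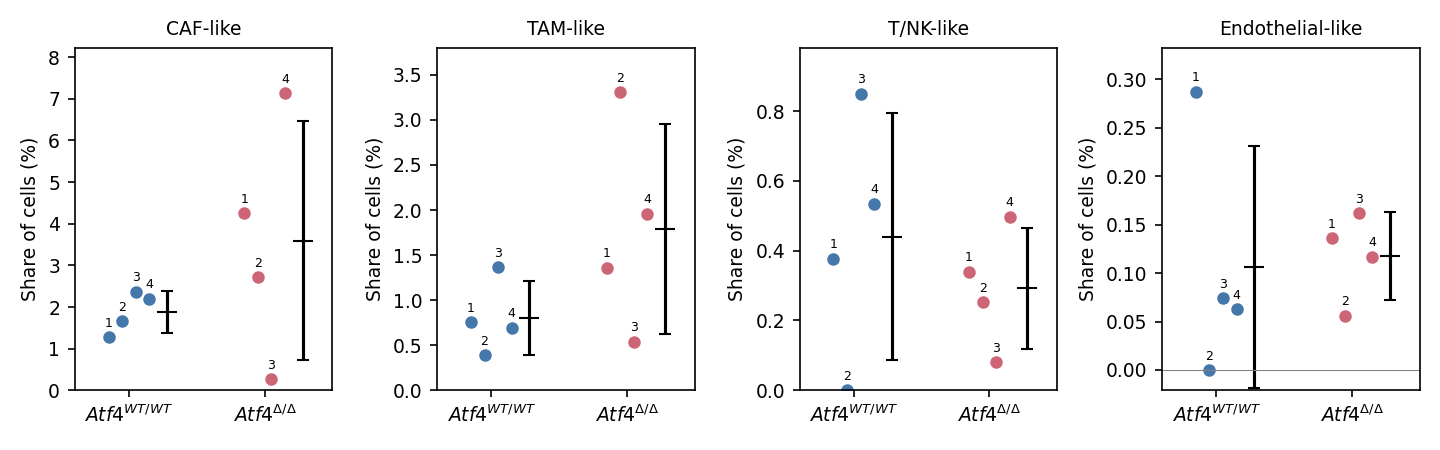
Share of all cells kept (%, y axis) that were CAF-like, TAM-like, T/NK-like or endothelial-like in each large tumour, by host genotype. Points are tumours numbered by replicate, black bars the mean ± SD of 4 tumours; the CAF-like shares of *Atf4*Δ/Δ tumours reach from 0.270% to 7.14%, around the *Atf4* WT/WT shares.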

We then cross-referenced the gene signature of each cluster with known markers of cell populations described in the literature^25,26^ (Fig. 2b and Extended Data Fig. 2c) and performed differential gene expression analysis for each cell type to identify potential transcriptome changes between the *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ cohorts. 

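In the large tumours, the sums of CAF-like cells held between 40,826 and 1,492,797 UMIs per tumour, and those of melanoma-like cells between 24,170,899 and 48,990,696. In CAF-like cells, 2 of 4,648 genes tested had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 higher and 1 lower in *Atf4*Δ/Δ mice, and 301 had an unadjusted p under 0.05. The higher gene was *Cck* (log2 fold change 2.76, standard error 0.42), which is named here only after its value was seen and which had 0 UMIs in *Atf4*Δ/Δ replicate 3, and the lower gene was *Atf4*. In melanoma-like cells, 4 of 12,556 genes were past the same threshold, 3 of them higher in *Atf4*Δ/Δ mice, and 1,425 had an unadjusted p under 0.05. In TAM-like cells, 0 of 1,281 genes were past it and 89 had an unadjusted p under 0.05. T/NK-like cells could be compared in 3 tumours of *Atf4* WT/WT and 2 of *Atf4*Δ/Δ mice, with 0 of 279 genes past the threshold and 11 at an unadjusted p under 0.05. For dendritic-like cells, with 2 and 3 tumours, the numbers were 0 of 309 genes and 14. A test of the genotype difference in CAF-like cells minus that in melanoma-like cells of the same tumours found 0 of 4,447 genes past the threshold and 252 at an unadjusted p under 0.05. In CAF-like cells the expression filter moved the number most: with every gene of at least 1 count tested, 98 genes were past the threshold, 61 of them higher in *Atf4*Δ/Δ mice. In melanoma-like cells DESeq2 moved it most, to 119 genes, 78 of them higher in *Atf4*Δ/Δ mice. Single tumours also decided the calls: with each left out in turn, 0 to 2 genes were past it in CAF-like cells and 0 to 10 in melanoma-like cells.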

We confirmed host ATF4 deletion by the absence of *Atf4* mRNA expression in *Atf4*^Δ/Δ^ mice across all the host clusters, whereas *Atf4* levels remained unchanged in melanoma clusters compared with the *Atf4*^WT/WT^ mice (Extended Data Fig. 2d,e). 

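*Atf4* (ENSMUSG00000042406) lies on chromosome 15 of GRCm38 from 80,255,184 to 80,257,541. In CAF-like cells of the large tumours it stood at 304, 328, 356 and 314 CPM in replicates 1 to 4 of *Atf4* WT/WT mice and at 172, 117, 175 and 105 CPM in replicates 1 to 4 of *Atf4*Δ/Δ mice. The means were 325 ± 22.6 and 142 ± 36.6 CPM (SD, n = 4 tumours each), a log2 fold change of −1.28 (standard error 0.19, adjusted p = 0.0371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Atf4* was thus lower in every *Atf4*Δ/Δ tumour than in every *Atf4* WT/WT tumour but was detected in all of them, with 304 UMIs in all in the CAF-like cells of *Atf4*Δ/Δ mice. With each tumour left out in turn, the log2 fold change stayed between −1.48 and −1.12, and the adjusted p of the same test lay between 0.0384 and 0.351, under 0.05 in 2 of the 8 fits. The largest move came from leaving out the CAF-like cells that also carried melanoma markers, a setting chosen after seeing the data, which gave a log2 fold change of −1.86 (adjusted p = 0.0251 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.1e-05 to 0.118 over 12 alternatives, with 7 of them under 0.05). In those remaining CAF-like cells of *Atf4*Δ/Δ mice, 133 *Atf4* UMIs were counted, against 38.3 expected from the share of melanoma RNA in them.

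In TAM-like cells, *Atf4* stood at 309 ± 182 CPM in *Atf4* WT/WT mice (51 UMIs) and 103 ± 38.0 CPM in *Atf4*Δ/Δ mice (42 UMIs; SD, n = 4 tumours each), below the filter on expression. T/NK-like cells held 18 UMIs in 3 tumours of *Atf4* WT/WT mice and 0 UMIs in 2 tumours of *Atf4*Δ/Δ mice, where a count of 0 allows up to 103 CPM. Dendritic-like cells held 4 UMIs in 2 tumours and 7 UMIs in 3 tumours, too few to show a difference at this depth. A pool of 1,226 cells of the named host classes was formed after seeing the data. It left out the unnamed immune cells and the CAF-like cells that carried melanoma markers. In this pool, *Atf4* was 271 ± 35.0 CPM in *Atf4* WT/WT and 81.2 ± 17.8 CPM in *Atf4*Δ/Δ mice (SD, n = 4 tumours each), a log2 fold change of −1.79 (standard error 0.21, adjusted p = 0.0146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In melanoma-like cells, which carry *Atf4* in both hosts, it was 364 ± 72.4 and 372 ± 55.3 CPM (SD, n = 4 tumours each). The log2 fold change there was 0.03 (standard error 0.14, adjusted p = 0.960 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between −0.10 and 0.10 with each tumour left out in turn.

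**Figure D2:**
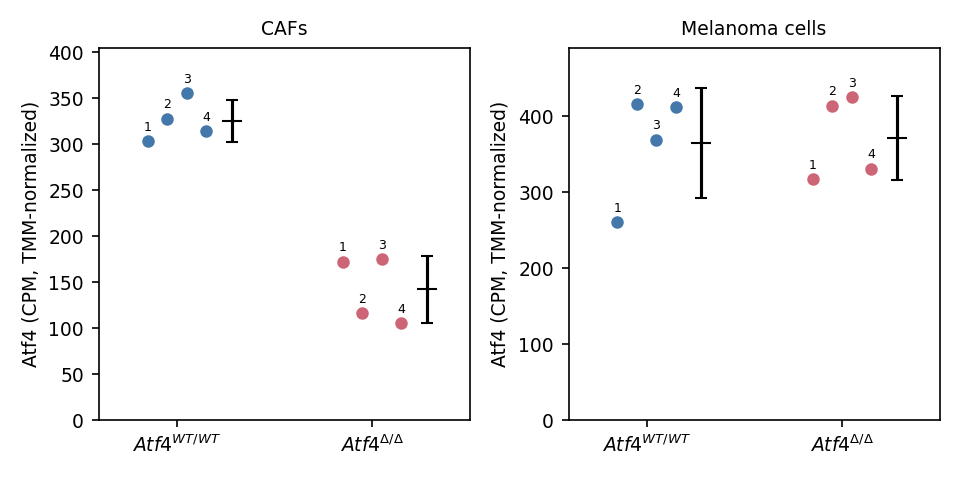
*Atf4* (CPM after TMM normalization, y axis) in CAF-like cells (left) and melanoma-like cells (right) of each large tumour, by host genotype. Points are tumours numbered by replicate and black bars the mean ± SD of 4 tumours; in CAF-like cells the *Atf4*Δ/Δ tumours lie between 105 and 175 CPM and the *Atf4* WT/WT tumours between 304 and 356 CPM.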

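Endothelial-like cells, whose cluster had *Flt1*, *Plvap*, *Cdh5* and *Emcn* among its 10 leading genes, numbered 20 in the 4 large tumours of *Atf4* WT/WT mice and 16 in the 4 large tumours of *Atf4*Δ/Δ mice. Their share per tumour was 0.106% ± 0.125 (SD, n = 4 tumours) and 0.118% ± 0.0450 (SD, n = 4), a difference of 0.0117 percentage points that was smaller than the spread between tumours (exact permutation test, two-sided, p = 0.943; adjusted p = 0.943 by the Benjamini-Hochberg method). Replicate 1 of *Atf4* WT/WT mice contributed 16 of the 20 cells, and replicate 2 held 0 among 3,075 cells, which allows a share of up to 0.0976%. The shares ran from 0% to 0.287% in *Atf4* WT/WT mice and from 0.0561% to 0.162% in *Atf4*Δ/Δ mice. The sign of the difference turned on single tumours: without *Atf4* WT/WT replicate 2 it was −0.0236 percentage points. Only 1 tumour had the 10 cells needed for a comparison of gene expression, so that none was made in this class.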

Notably, we observed a substantial decrease in the total number of endothelial cells in the *Atf4*^Δ/Δ^ grown tumours (Extended Data Fig. 2f,g), which implied that there was deficient angiogenesis. 

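T/NK-like cells of the large tumours numbered 61 in *Atf4* WT/WT mice and 39 in *Atf4*Δ/Δ mice. They made up 0.440% ± 0.353 of the cells of a tumour in *Atf4* WT/WT mice and 0.293% ± 0.174 in *Atf4*Δ/Δ mice (SD, n = 4 tumours each; exact permutation test, two-sided, p = 0.486). Replicate 2 of *Atf4* WT/WT mice had 0 T/NK-like cells, which again allows up to 0.0976%, and the other shares ran up to 0.850% in *Atf4* WT/WT and 0.497% in *Atf4*Δ/Δ mice. The difference of −0.15 percentage points lay within the spread between tumours. It kept its direction in all 8 fits that each left out 1 tumour, where it ranged from −0.29 to −0.01 percentage points.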

Although there was a decrease in the total number of T cells and natural killer cells (T/NK cells) in *Atf4*^Δ/Δ^ grown tumours, anti-CD8 treatment caused a small increase in the rate of tumour growth in both *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice, which suggests that other mechanisms must account for the dramatic differences seen between these cohorts (Extended Data Fig. 2h). We did, however, observe striking differences in gene expression in a cluster that corresponds to CAFs. In this cluster, we identified 148 differentially expressed genes (Supplementary Table 2), including a significant downregulation of *Col1a1* and *Col1a2* in tumours grown in *Atf4*^Δ/Δ^ mice (Fig. 2c). *Col1a1* and *Col1a2* encode the pro-α1(I) and pro-α2(I) chains, respectively, essential components of type I collagen, the most abundant collagen (~90%) in the body and in the ECM^27^. Furthermore, several additional collagen genes were downregulated in tumours grown in *Atf4*^Δ/Δ^ mice (Supplementary Table 2). In contrast to the small tumours, no difference was observed in the expression levels of *Col1a1* and *Col1a2* between the *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ cohorts (Extended Data Fig. 2i), which suggests that there is activation of an alternative mechanism of *Col1* gene expression to compensate for ATF4 loss during tumour progression. 

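In CAF-like cells of the large tumours, *Col1a1* (ENSMUSG00000001506; chromosome 11 from 94,936,224 to 94,953,042) stood at 8,672 ± 1,110 CPM in *Atf4* WT/WT mice and 11,328 ± 3,118 CPM in *Atf4*Δ/Δ mice (SD, n = 4 tumours each). Its log2 fold change was 0.39 (standard error 0.17; unadjusted p = 0.0383, adjusted p = 0.729 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col1a2* (ENSMUSG00000029661; chromosome 6 from 4,504,814 to 4,541,544) stood at 7,358 ± 1,318 and 9,319 ± 3,173 CPM (SD, n = 4 tumours each), a log2 fold change of 0.35 (standard error 0.21, adjusted p = 0.868 from the same edgeR test). Both were higher in *Atf4*Δ/Δ mice in each of the 8 fits that left out 1 tumour, with log2 fold changes from 0.20 to 0.53 for *Col1a1* and from 0.12 to 0.52 for *Col1a2*. Relative to melanoma-like cells of the same tumours, in which *Col1a1* was found at only 2.25 and 6.31 CPM, the changes of *Col1a1* and *Col1a2* turned to −0.88 and −0.71. Among 14 collagen genes of Supplementary Table 4, which the paper found for the small tumours, 12 were higher in *Atf4*Δ/Δ mice in the large tumours, with a median log2 fold change of 0.18 (camera from limma, adjusted p = 0.00333, and fry, adjusted p = 0.283). None of the 14 had an adjusted p under 0.05 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 did when adjusted over the list alone, and 2 had an unadjusted p under 0.05.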

Notably, the expression levels of *Acta2* (which encodes αSMA) and *Pdgfrb* (which encodes platelet-derived growth factor receptor-β), which are broadly reported as markers of CAFs^4,6^, were nearly absent in the tumours grown in *Atf4*^Δ/Δ^ mice (Fig. 2c). Similar to the data from small tumours, the expression levels of *Acta2* in the CAF cluster were significantly reduced in the large tumours grown in *Atf4*^Δ/Δ^ mice (Extended Data Fig. 2i and Supplementary Table 3). 

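*Acta2* (ENSMUSG00000035783) lies on chromosome 19 of GRCm38 from 34,241,090 to 34,255,590. In CAF-like cells of the large tumours it stood at 520, 2,391, 557 and 1,222 CPM in replicates 1 to 4 of *Atf4* WT/WT mice and at 352, 117, 3,031 and 399 CPM in replicates 1 to 4 of *Atf4*Δ/Δ mice. The value of *Atf4*Δ/Δ replicate 3 rests on 121 UMIs in 10 cells. The means were 1,172 ± 874 and 975 ± 1,376 CPM (SD, n = 4 tumours each), a log2 fold change of −0.66 (standard error 0.78, adjusted p = 0.980 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between tumours. Leaving out *Atf4*Δ/Δ replicate 3 gave −1.96, and over the 8 fits that each left out 1 tumour the log2 fold change ran from −1.96 to −0.15 with adjusted p of the same edgeR test of at least 0.278. When the vCAF-like cells were left out, a setting chosen after seeing the data, *Atf4*Δ/Δ replicate 3 had too few cells and the remaining 7 tumours gave −1.68 (standard error 0.38, adjusted p = 0.144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was at least 0.0609 in all 12 alternatives).

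**Figure D3:**
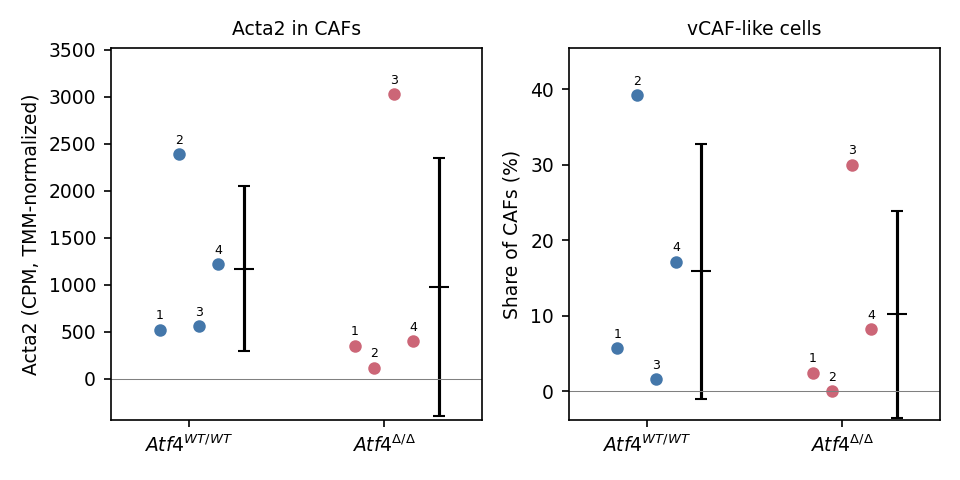
*Acta2* in CAF-like cells (CPM after TMM normalization, left) and the share of CAF-like cells that were vCAF-like (%, right) in each large tumour, by host genotype. Points are tumours numbered by replicate and black bars the mean ± SD of 4 tumours; *Atf4*Δ/Δ replicate 3, with 10 CAF-like cells, is the highest of its genotype in both (3,031 CPM and 30.0%).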

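Supplementary Table 3 gives the paper's differentially expressed genes in CAFs of the large tumours, 19 higher in *Atf4* WT/WT and 30 higher in *Atf4*Δ/Δ mice, tested over single cells with the Wilcoxon rank-sum test. Over the pooled CAF-like cells, the natural log fold change had the paper's direction for all 49 genes, at a median absolute distance of 0.00638 from the paper's value. In the sums per tumour, 17 of the 19 genes could be tested and all 17 were lower in *Atf4*Δ/Δ mice, 13 with an unadjusted p under 0.05 and 1, *Atf4*, with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 30 of the other genes were tested and higher in *Atf4*Δ/Δ mice, 23 with an unadjusted p under 0.05 and 0 with an adjusted p under 0.05. The table was drawn from these same tumours, so this is not independent evidence. Among the genes with the smallest p in the paper's table, *Cdkn1a* had a log2 fold change of 1.02 (standard error 0.21, adjusted p = 0.213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Dcn* of 0.81 (standard error 0.23, adjusted p = 0.532 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Rpl22l1* of −0.38. *Nme2* and *Gm10076* changed by 1.53 and 1.18, and by 1.37 and 0.77 in melanoma-like cells. *Gm42418* and *AY036118* changed by −1.23 and −1.80, and by −1.12 and −1.67 in melanoma-like cells. The *AY036118* change in melanoma-like cells rests mainly on *Atf4* WT/WT replicate 3, at 267 CPM. The lowest *Atf4* WT/WT tumour, at 22.7 CPM, lay among the *Atf4*Δ/Δ tumours (19.3 to 36.5 CPM). *Rpl22l1* changed by −0.03 in melanoma-like cells. *Nme2* and *Gm10076* share 98.2% and 79.6% of their 3′ end with other genes, and *Gm42418* and *AY036118* overlap on opposite strands of chromosome 17, so their levels are uncertain.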

Gene set enrichment analysis using Reactome pathways revealed that genes with CAF-related functions, such as ECM organization, collagen formation and biosynthesis, exhibited higher levels of expression in the CAFs of small tumours grown in *Atf4*^WT/WT^ mice compared with *Atf4*^Δ/Δ^ mice (Fig. 2d, left, and Supplementary Table 4). Moreover, CAFs in large tumours grown in *Atf4*^WT/WT^ mice showed enrichment for mRNAs of the ISR and unfolded protein response (UPR) pathways and smooth muscle contraction (Extended Data Fig. 2j) compared with those in *Atf4*^Δ/Δ^ mice. By contrast, genes expressed at higher levels in *Atf4*^Δ/Δ^ CAFs were associated mainly with ISR activation, including response of GCN2 to amino acid deficiency (Fig. 2d, right, and Supplementary Table 5), a finding consistent with the effects of ATF4 loss in these cells. 

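Lists of genes were fixed before the comparison, since the Reactome sets were not used here, and were tested with camera on limma's voom fit of the CAF-like sums of the 8 large tumours, adjusted over 9 lists by the Benjamini-Hochberg method. Of 30 genes of the ISR and of amino acid metabolism, 21 were expressed and 17 of these were lower in *Atf4*Δ/Δ mice, with a median log2 fold change of −0.34 (camera, adjusted p = 3.07e-05). Of 34 UPR genes, 29 were expressed and 20 were lower, with a median of −0.11 (camera, adjusted p = 0.00293). Of 33 smooth muscle contraction genes, 20 were expressed and 16 were lower, with a median of −0.28 (camera, adjusted p = 2.77e-04). For 32 ISR targets of Supplementary Table 10, of which 25 were expressed, the median was −0.09 (camera, adjusted p = 0.440). The median over all genes was −0.01. Camera presets the correlation between the genes of a list, and the choice of test moved these results most: under fry, which takes the correlation from the data, the adjusted p-values of the first 3 lists were 0.187, 0.181 and 0.283, and no call by camera held. Gene by gene, 0 genes of these 4 lists had an adjusted p under 0.05 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 when adjusted over the list alone. An unadjusted p under 0.05 was found for 7, 6, 3 and 4 genes of the 4 lists in the order given.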

Using previously described gene signatures^28^ (Supplementary Table 6), we identified three distinct cell subclusters in small tumours: vascular CAFs (vCAFs), matrix CAFs (mCAFs) and cyclin/melanoma CAFs (cCAFs/melCAFs) (Fig. 2e and Extended Data Fig. 2k). By contrast, in large tumours, we identified four distinct cell subclusters, with melCAFs separated from the cCAFs subcluster and forming a distinct subcluster (Extended Data Fig. 3a–c). 

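Reclustering of the 732 CAF-like cells of the large tumours, with *Atf4*, *Acta2*, *Pdgfrb*, *Col1a1* and *Col1a2* left out so that these could be compared afterwards, gave 5 subclusters at a resolution of 0.4. Named from the genes of Supplementary Table 6, 1 was mCAF-like (288 cells, led by *Mmp13*, *Cxcl14*, *Cilp* and *Lrrc15*), 1 vCAF-like (63 cells, led by *Rgs5*, *Kcnj8* and *Des*) and 1 melCAF-like (81 cells, led by *Pmel*, *Dct* and *Mlana*). A subcluster of 191 cells led by *Pgf*, *Ndrg1* and *Ero1l* and a subcluster of 109 cells led by *Pi16*, *Ptx3* and *Clec3b* stayed unnamed, and no subcluster was cCAF-like. The melCAF-like cells held a median of 12,277 UMIs, against 2,558 in vCAF-like and 5,180 in mCAF-like cells, and across tumours a median of 0.837 times the UMIs of another CAF-like cell and a melanoma-like cell added up. With the 5 genes kept in the clustering, the subclusters in the same order held 290, 64, 79, 190 and 109 cells.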

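Within a tumour, the sum of vCAF-like cells was compared with that of the other CAF-like cells on the scale log2(CPM + 10). This was done in the 3 large tumours with at least 5 cells of each, with CPM taken without TMM normalization. *Acta2* stood at 5,572, 5,739 and 3,868 CPM in the vCAF-like cells of *Atf4* WT/WT replicates 2 and 4 and *Atf4*Δ/Δ replicate 4, and at 1,044, 597 and 148 CPM in the other CAF-like cells. The mean difference was 3.42 ± 1.12 (SD, n = 3 tumours; exact sign-flip permutation test, two-sided, p = 0.25, the smallest p that 3 tumours allow). *Pdgfrb* stood at 421, 519 and 494 CPM against 329, 73.8 and 68.2 CPM, a mean difference of 1.90 ± 1.34 (SD, n = 3; exact sign-flip permutation test, p = 0.25). When single cells were called vCAF-like by their vCAF genes exceeding their mCAF genes, 6 tumours could be compared. The differences were then 3.23 ± 0.62 for *Acta2* and 2.19 ± 0.82 for *Pdgfrb* (SD, n = 6 tumours; exact sign-flip permutation test, p = 0.0313 for each, the smallest p that 6 tumours allow). The list of vCAF genes that named these cells holds genes of contractile cells, so the comparison is not independent of the naming.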

The vCAFs are considered essential for vascular development and angiogenesis and were characterized by the highest levels of *Acta2* and *Pdgfrb* expression among all CAF subclusters (Fig. 2f and Extended Data Fig. 3d). 

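In the large tumours, 37 of 256 CAF-like cells of *Atf4* WT/WT mice and 26 of 476 of *Atf4*Δ/Δ mice were vCAF-like. Per tumour, their share of CAF-like cells was 15.9% ± 16.9 (SD, n = 4 tumours) and 10.1% ± 13.7 (SD, n = 4), a difference of −5.74 percentage points within the spread between tumours (exact permutation test, two-sided, p = 0.6). The shares were 5.63%, 39.2%, 1.56% and 17.1% in replicates 1 to 4 of *Atf4* WT/WT mice and 2.40%, 0%, 30.0% and 8.20% in replicates 1 to 4 of *Atf4*Δ/Δ mice, where the 0 of 97 cells in replicate 2 allows a share of up to 3.09%. Replicate 2 of *Atf4* WT/WT mice decides the direction: without it the difference was 2.04 percentage points. Over the 8 fits that each left out 1 tumour it ran from −12.4 to 2.04. Among the other alternatives, calling vCAF-like cells one by one moved the value most, to −12.2 percentage points (exact permutation test, p = 0.486). Over all CAF-like cells, the 24 vCAF genes of Supplementary Table 7 had a median log2 fold change of −0.14 between the genotypes (14 genes expressed, 8 lower in *Atf4*Δ/Δ mice; camera, adjusted p = 0.678), and its 44 mural cell genes one of −0.49 (18 expressed, 15 lower; camera, adjusted p = 8.53e-05, and fry, adjusted p = 0.283).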

Notably, the vCAFs were substantially reduced in *Atf4*^Δ/Δ^ mice (Fig. 2g and Extended Data Fig. 3e), and *Col1a1* and *Col1a2* were significantly downregulated only in the vCAF subcluster in the small tumours in *Atf4*^Δ/Δ^ mice (Fig. 2h).

**Fig. 2:**
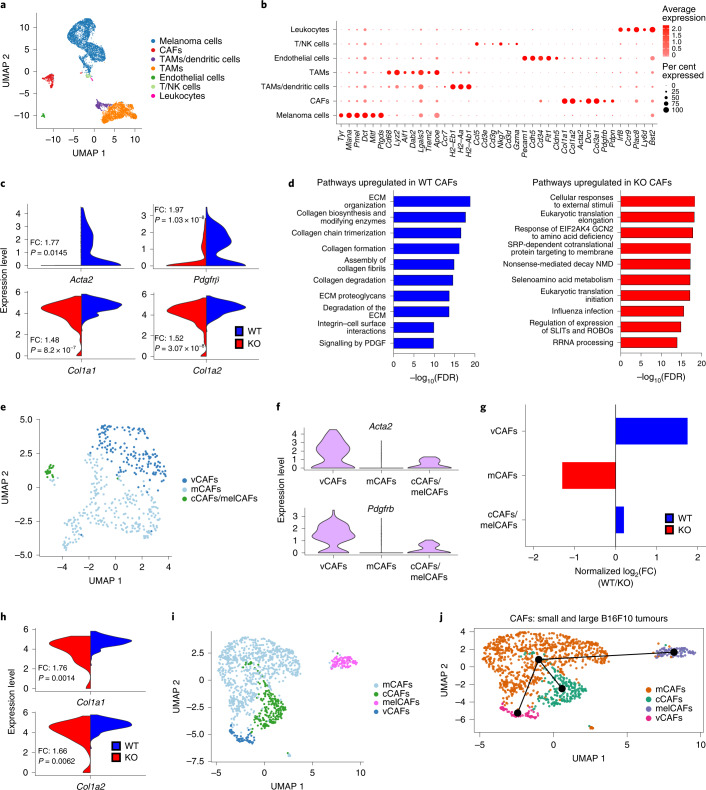
Single-cell transcriptomic analysis reveals ATF4-dependent changes in CAFs in B16F10 tumours. **a**, UMAP plot of cells from two biologically independent samples pooled from small B16F10 tumours (150 mm^3^) from each genotype. Different cell type clusters are colour coded. TAMs, tumour-associated macrophages. **b**, Dot plot displaying selected gene markers across all clusters. The colour intensity represents the average expression and the size of dots indicates the percentage of cells expressing each gene. **c**, Violin plots showing the expression of *Acta2*, *Pdgfrb*, *Col1a1* and *Col1a2* at the CAF cluster identified in B16F10 tumours. The *y* axis shows the mean expression level. Red (KO) and blue (WT) represent *Atf4*^Δ/Δ^ and *Atf4*^WT/WT^, respectively. FC, fold change. **d**, Bar plot displaying the negative log_10_(false discovery rate (FDR)) of the ten most significantly upregulated gene ontology terms enriched in WT (left) or KO (right) CAFs. **e**, UMAP plot after reclustering of the CAF cell type in the dataset from **a**. **f**, Violin plots of the expression levels of the indicated CAF markers in the CAF subclusters. **g**, Bar plot of the normalized log_2_(FC) (WT/KO) of CAF subclusters in tumours grown in each genotype. **h**, Violin plots of *Col1a1* and *Col1a2* expression in the vCAF subcluster. **i**, UMAP plot of reclustered CAFs from merged small and large B16F10 tumours. **j**, Slingshot-based pseudo-time ordering suggests that mCAFs move along a differentiation trajectory to become vCAFs, cCAFs and melCAFs.

Interestingly, vCAFs remained a distinct subcluster during the transition from small to large sized melanoma tumours, thereby underlying the importance of this subcluster in shaping the TME (Fig. 2i,j). Identifying the origin of CAFs poses a challenge owing to their heterogeneity and remarkable plasticity^6,29^. To that end, we compiled a list of specific gene markers for vCAFs^28^ and mural cells^30^ (that is, vascular smooth muscle cells (vSMCs) and pericytes) (Supplementary Table 7) and analysed the signal strength of both gene signatures. 

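The text of the paper does not name the measure of signal strength. For the large tumours it was taken as the mean natural-log normalized expression over the genes of each signature in Supplementary Table 7, 24 genes for vCAFs and 44 for mural cells, of which 6 are in both. In the vCAF-like cells of the 3 large tumours with at least 5 of them, the vCAF signature exceeded the mural signature by 0.428 ± 0.123 (SD, n = 3 tumours; exact sign-flip permutation test, two-sided, p = 0.25, the smallest that 3 tumours allow). With vCAF-like cells called one by one, the difference was 0.431 ± 0.0789 (SD, n = 6 tumours; exact sign-flip permutation test, p = 0.0313, the smallest that 6 tumours allow). Seurat's module score, which subtracts control genes of like expression, moved it most, to 0.211. In the other CAF-like cells the vCAF signature was also the higher, by 0.120 to 0.272 in the 8 tumours. The vCAF-like cells were named with vCAF genes, so a higher vCAF signature is in part a result of the naming.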

The signal strength of the vCAF gene signature was much stronger in small melanoma tumours than the mural cell signature (Extended Data Fig. 3f), whereas a smaller difference was observed in large tumours (Extended Data Fig. 3f). This suggests that during the transition from small to large sized melanoma tumours, the vCAF subcluster transitions from a fibroblast-origin phenotype to a more mural-like one.

Collectively, these results suggest that host ATF4 deletion impairs the functionality of CAFs at different stages of tumour development that results in a tumour-inhibiting phenotype.

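Supplementary Table 2 lists genes that differ between the genotypes in CAFs of the small tumours, and these were followed in CAF-like cells of the large tumours. Of 88 genes higher in *Atf4* WT/WT mice in the small tumours, 80 were expressed in the large tumours and 46 of them were lower in *Atf4*Δ/Δ mice, with a median log2 fold change of −0.07 (camera from limma, adjusted p = 0.0715). Without *Atf4*Δ/Δ replicate 4 this median turned to 0.04, while in 2 of the 8 fits that each left out 1 tumour the list was past the threshold by camera. Of 60 genes higher in *Atf4*Δ/Δ mice in the small tumours, 58 were expressed and 45 of them were higher in *Atf4*Δ/Δ mice, with a median of 0.19 (camera, adjusted p = 1.1e-07, and fry, adjusted p = 0.283). From a list of 7 angiogenic factors, 5 were expressed. The log2 fold changes of 4 were positive but smaller than their standard errors. They were 0.02 for *Fgf2* (standard error 0.42), 0.02 for *Vegfa* (0.31), 0.04 for *Cxcl1* (0.46) and 0.20 for *Cxcl12* (0.21), which shows no direction. Only 1 had an unadjusted p under 0.05: *Pdgfa*, with a log2 fold change of −0.97 (standard error 0.41, adjusted p = 0.729 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From a list of 5 enzymes of glycine and proline synthesis, *Psat1* and *Shmt2* were expressed and changed by −0.10 and −0.30, with 0 at an unadjusted p under 0.05. For both lists, 0 genes had an adjusted p under 0.05 over all genes tested and 0 when adjusted over the list alone. From the single-cell results in small and large tumours as a whole, the paper proposes that deletion of host ATF4 impairs the function of CAFs at different stages of tumour development, which leads to a tumour-inhibiting phenotype.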

### Host ATF4 loss results in abnormal tumour vascularization

To further explore the tumour growth differences between the two genotypes, we stained large size B16F10 and MH6419 tumours of equal volume (approximately 300 mm^3^) from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice for CD31 expression, a pan-endothelial marker. Microvessel length and microvascular density were significantly reduced in the *Atf4*^Δ/Δ^ mice, which indicates that there was abnormal vascularization in both tumour types (Fig. 3a,b and Extended Data Fig. 4a–c). Similar results were obtained in B16F10 tumours (about 1,000 mm^3^), which showed a persistent vascularization defect after ATF4 loss (Extended Data Fig. 4d,e). To elucidate this defect on vascularization, we stained B16F10 tumours from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice with Ki-67 (a marker of proliferation) and CD31, and TUNEL (a marker of apoptosis) and CD31. Endothelial cells in *Atf4*^Δ/Δ^ mice displayed markedly lower proliferation rates compared with those in *Atf4*^WT/WT^ mice (Extended Data Fig. 4f,g), whereas no significant change in apoptosis was observed between the two genotypes (Extended Data Fig. 4h,i). Perfusion studies revealed reduced vascular permeability in *Atf4*^Δ/Δ^ mice, which provides further support for an important role of ATF4 in tumour vascularization (Extended Data Fig. 4j,k). Abnormal blood vessels lead to reduced levels of nutrients and oxygen to tumour tissue, which results in intratumoural necrotic areas. Indeed, B16F10 tumours from *Atf4*^Δ/Δ^ mice presented a higher percentage of necrotic areas compared with *Atf4*^WT/WT^ tumours (Extended Data Fig. 4l–n). Additionally, B16F10 tumours grown in *Atf4*^Δ/Δ^ mice exhibited substantially higher levels of apoptosis and a lower fraction of proliferative tumour cells (Extended Data Fig. 4o–r), which is consistent with the markedly lower rates of tumour growth observed in *Atf4*^Δ/Δ^ mice. Staining of B16F10 and MH6419 (both subcutaneous and orthotopic models) tumours for αSMA revealed that αSMA expression was primarily restricted in the perivascular area and showed dramatic reductions in tumours grown in *Atf4*^Δ/Δ^ mice compared with levels observed in *Atf4*^WT/WT^ mice (Fig. 3c,d and Extended Data Fig. 5a–f). Levels of additional CAF markers such as fibroblast activation protein (FAP) in MH6419 tumours and PDGFRβ in B16F10 tumours were also significantly reduced in *Atf4*^Δ/Δ^ mice (Fig. 3e,f and Extended Data Fig. 5g–i). These findings further corroborate the results from the scRNA-seq analysis, in which the expression levels of *Acta2* and *Pdgfrb* in the CAF cluster were significantly reduced in the tumours grown in *Atf4*^Δ/Δ^ mice. Moreover, CAFs in B16F10 tumours grown in *Atf4*^Δ/Δ^ mice presented lower proliferation rates compared with the higher proliferation rates observed in *Atf4*^WT/WT^ littermates (Extended Data Fig. 5j,k). Additionally, no significant change in apoptosis levels was observed between the two genotypes (Extended Data Fig. 5l,m). The expression of markers of other cell types (that is, mural cells)^30^, which also contribute to blood vessel functionality such as neural/glial antigen 2 (NG2; pericytes), was not appreciably altered in the melanoma tumours from *Atf4*^Δ/Δ^ mice (Extended Data Fig. 5n,o). A primary function of fibroblasts is the synthesis and maintenance of ECM. Interestingly, collagen levels were significantly reduced in tumours grown in *Atf4*^Δ/Δ^ mice (Fig. 3g,h and Extended Data Fig. 5p,q), and this reduction was primarily confined to the perivascular area (Fig. 3i,j). Finally, immunofluorescence staining of human melanoma tissues revealed that in addition to tumour cells, ATF4 is highly expressed in CAFs (αSMA) that localized to the perivascular area (CD34) (Fig. 3k).

**Fig. 3:**
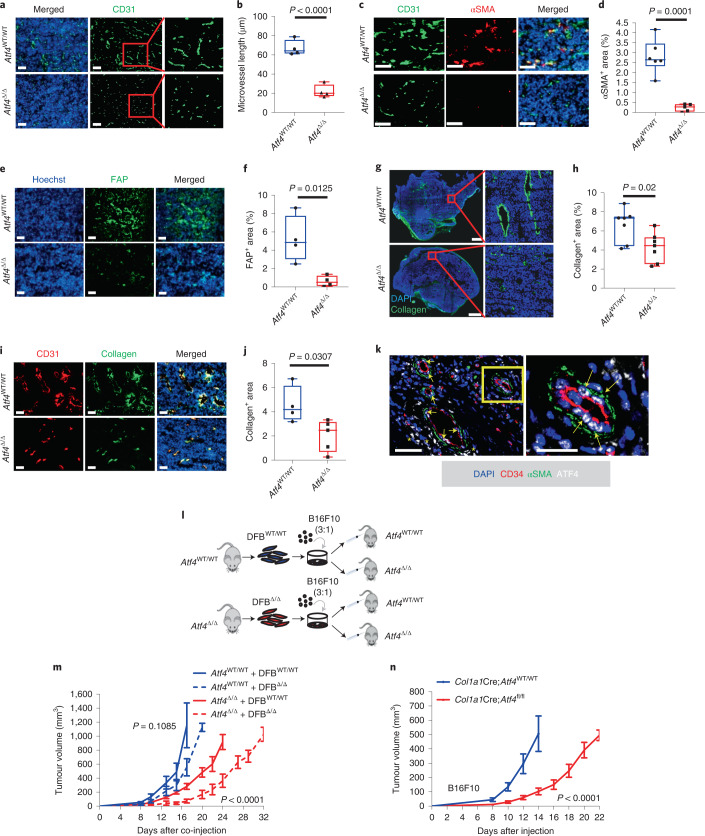
ATF4 loss is associated with abnormal tumour vascularization and reduced ECM component deposition that culminates in a tumour-inhibiting phenotype. **a**, Representative immunofluorescence (IF) images from B16F10 tumours (~300 mm^3^) stained for CD31 (green). Original magnification, ×10 or ×28 (insets). **b**, Box and whisker plot of the microvessel length from **a** (*n* = 4 biologically independent samples per group). **c**, Representative IF images from B16F10 tumours stained for αSMA (red) and CD31 (green). Magnification, ×20. **d**, Box and whisker plot of the percentage αSMA-positive area from **c** (*n* = 5–6 biologically independent samples per group). **e**, Representative IF images from MH6419 tumours stained for FAP (green). Magnification, ×10. **f**, Box and whisker plot of the percentage FAP-positive area from **e** (*n* = 4 biologically independent samples per group). **g**, Representative IF images from B16F10 tumour sections stained for collagen (green). **h**, Box and whisker plot of the percentage positive collagen area from **g** (*n* = 7 biologically independent samples per group). **i**, Representative IF image from MH6419 tumours stained for CD31 (red) and collagen (green). Magnification, ×10. **j**, Box and whisker plot of the percentage collagen positive area from **i** (*n* = 4–5 biologically independent samples per group). **k**, Representative IF image from human melanoma tissues stained for CD34 (red), αSMA (green) and ATF4 (white). Arrows denote the αSMA-positive cells with high ATF4 expression located in the perivascular area. Asterisks denote high ATF4 expression in tumour cells. Right: cropped image from ×20 original magnification. **l**, Schematic of the co-engraftment strategy to examine the ATF4-dependent tumour-promoting role of fibroblasts in the TME. **m**, Tumour growth curves of mice of the indicated genotype (*Atf4*^WT/WT^ or *Atf4*^Δ/Δ^) co-engrafted with DFB from the indicated ATF4 genotypes in ratios as described in **l** (*n* = 5–6 biologically independent samples per group). Values represent the mean ± s.e.m., two-way ANOVA (until day 17 for *Atf4*^WT/WT^ groups and day 24 for *Atf4*^Δ/Δ^ groups). **n**, Tumour growth curves of mice with fibroblast/osteoblast-specific ATF4 excision (*Col1a1*Cre;*Atf4*^wt/wt^ (*n* = 11 biologically independent samples) and *Col1a1*Cre;*Atf4*^Δ/Δ^ (*n* = 7 biologically independent samples)) following subcutaneous injection of 5 × 10^5^ B16F10 cells. Values represent the mean ± s.e.m., two-way ANOVA (until day 14). Unpaired two-sample *t*-test in all box and whisker plots. Scale bars, 50 μm (**k**), 100 μm (**a**, **c**, **e** and **i**) and 1 mm (**g**). Source data

We then sought to investigate whether the absence of activated fibroblasts is related to the tumour-inhibitory effects observed in *Atf4*^Δ/Δ^ mice. As the syngeneic B16F10 tumours are grown subcutaneously, we isolated dermal fibroblasts from tumour-naive *Atf4*^WT/WT^ (DFB^WT/WT^) and *Atf4*^Δ/Δ^ (DFB^Δ/Δ^) mice (Extended Data Fig. 6a). These were co-injected with B16F10 cells (3:1 ratio) into the flanks of *Atf4*^WT/WT^ or *Atf4*^Δ/Δ^ mice (Fig. 3l). DFB^WT/WT^ injected into *Atf4*^Δ/Δ^ mice markedly reversed the tumour growth inhibition observed in the *Atf4*^Δ/Δ^ + DFB^Δ/Δ^ group, whereas DFB^Δ/Δ^ injected into *Atf4*^WT/WT^ mice caused a delay in tumour growth compared with the *Atf4*^WT/WT^ + DFB^WT/WT^ group (Fig. 3m). This delay was not due to loss of *Atf4*-deficient DFBs after injection, as tracking fluorescently labelled DFB^WT/WT^ and DFB^Δ/Δ^ (Extended Data Fig. 6b) signal intensity from day 0 (day of injection) to day 9 (when it is generally accepted that neovascularization is established) (Extended Data Fig. 6c) revealed that both cell lines displayed similar rates of decline over time (Extended Data Fig. 6d). These results implicate the fibroblast compartment in the tumour growth deficiency phenotype of the *Atf4*^Δ/Δ^ mice; however, we could not exclude the contribution of other cellular compartments. To test this, we excised ATF4 in a tissue-specific manner by crossing *Atf4*^fl/fl^ with *Col1a1*::CreER^T2^ mice (Extended Data Fig. 6e). The activity of the *Col1a1* promoter is restricted to the fibroblast and osteoblast cell compartment^31,32^. Deletion of ATF4 in these tissues following tamoxifen treatment did not cause any weight loss or any other overt phenotypes (Extended Data Fig. 6f). *Col1a1*-driven-specific ATF4 deletion caused a significant growth delay in B16F10 tumours, similar to that observed in *Atf4*^Δ/Δ^ mice (Fig. 3n). This phenotype was accompanied by reduced microvascular density (Extended Data Fig. 6g,h). Notably, we did not observe any ectopic activity by expression of *Col1a1*;Cre recombinase in tumour endothelial cells (Extended Data Fig. 6i). Thus, these results lend support to the notion that ATF4 deficiency in fibroblasts generates an inhibitory TME through abnormal angiogenesis and reduced collagen deposition.

### ATF4 regulates the collagen biosynthesis pathway

The single-cell transcriptomic analysis revealed an impact of ATF4 on fibroblast activation status and collagen mRNA levels. To cross-validate some of the scRNA-seq findings, we performed genome-wide microarray analysis on isolated lung fibroblasts from *Atf4*^WT/WT^ (LFB^WT/WT^) and *Atf4*^Δ/Δ^ (LFB^Δ/Δ^) mice. We identified more than 3,000 genes that were differentially expressed, with a substantial reduction in expression of collagen-associated (that is, *Col1a1* and *Co1a2*, among others) and fibroblast activation (that is, *Pdgfrb*) genes in LFB^Δ/Δ^ (Fig. 4a), results that were confirmed by RT–qPCR analysis (Extended Data Fig. 7a). Similarly, *Col1a1* levels were significantly reduced in DFB^Δ/Δ^ (Extended Data Fig. 7b). ECM organization and degradation and collagen biosynthesis pathways were the most impaired in LFB^Δ/Δ^, as validated using gene set enrichment analysis on the 100 most downregulated genes in *Atf4*^Δ/Δ^ mice (Extended Data Fig. 7c and Supplementary Table 8). The biosynthesis of collagen is a highly coordinated process, involving mRNA synthesis and translation into pro-collagen, hydroxylation, glycosylation and crosslink formation (Extended Data Fig. 7d). Because both in vitro and in vivo RNA-seq analysis showed downregulation of *Col1a1* expression in the absence of ATF4, we reasoned that ATF4 directly regulates its expression. Analysis of mouse chromatin immunoprecipitation with sequencing (ChIP-seq) data^33^ revealed potential binding sites of ATF4 inside intron 5 of *Col1a1* as alternative transcription start sites (Fig. 4b), and ChIP with RT–qPCR validated the ChIP-seq results (Fig. 4c). We hypothesized that the severe phenotype of reduced collagen levels in tumours grown in ATF4-deficient mice could also involve additional steps in the pathway. The biosynthesis of COL1 protein requires adequate levels of glycine, proline and/or hydroxyproline, which account for 70–100% of its polypeptide chain. To delineate the impact of ATF4 on glycine and proline biosynthesis pathways (Extended Data Fig. 7e,f), we carried out RT–qPCR on LFB^WT/WT^ and LFB^Δ/Δ^ (refs. ^34,35^). We found substantially reduced levels of enzymes involved in glycine (*Psat1*, *Shmt1* and *Shmt2*)^34^ and proline (*Aldh18a1* and *Pycr1*)^35^ biosynthesis in LFB^Δ/Δ^ compared with LFB^WT/WT^ (Fig. 4d). Using NMR spectroscopy, we also observed that intracellular levels of both amino acids were significantly reduced in ATF4-deficient cells (Fig. 4e). To further corroborate these findings, we measured the metabolic flux from serine to glycine and glutamine to proline by labelling the cells with serine-^13^C_3_ (M + 3) and glutamine-^13^C_5_^15^N_2_ (M + 7), respectively. Notably, quantitative liquid chromatography and electrospray ionization tandem mass spectrometry (LC–ESI-MS/MS) analysis revealed that although the labelling fractions of M + 3 serine and M + 7 glutamine were similar in LFB^WT/WT^ and LFB^Δ/Δ^ cells (Extended Data Fig. 7g,h), there was a significant reduction in both labelled glycine (M + 2/^13^C_2_) and proline (M + 5/^13^C_5_ and M + 6/^13^C_5_^15^N) in LFB^Δ/Δ^, which indicates that this reduction was not due to a downregulation in precursor uptake but due to a reduction in ATF4-dependent metabolic flux from serine to glycine and glutamine to proline (Fig. 4f). As expected, this metabolic defect in ATF4-deficient cell lines was accompanied by nearly undetectable intracellular pro-collagen levels (Fig. 4g and Extended Data Fig. 7i). The deficiencies in the synthesis of both mRNA and protein from low mRNA levels translated into a near-complete inability of ATF4-deficient fibroblasts to deposit collagen on gelatin-coated plates (Fig. 4h,i and Extended Data Fig. 7j,k). Notably, re-expression of a mouse ATF4 homologue in LFB^Δ/Δ^ resulted in the detection of intracellular pro-collagen levels similar to the levels found in LFB^WT/WT^ (Fig. 4j). Moreover, the high demands in collagen production after TGF-β1 stimulation (secreted in the TME) cause endoplasmic reticulum stress followed by the phosphorylation and activation of PERK, which is absent after siRNA-mediated silencing of *Col1a1* expression (si*Col1a1*) (Fig. 4k and Extended Data Fig. 7l). However, knockdown of *Col1a1* increased the levels of eIF2α phosphorylation followed by an increase in ATF4 expression. This can be explained by a compensatory activation of GCN2 kinase following the reduction in PERK activation. Collectively, these results demonstrate that ATF4 is required to maintain a functional phenotype in fibroblasts through the regulation of multiple steps of the collagen biosynthesis pathway.

**Fig. 4:**
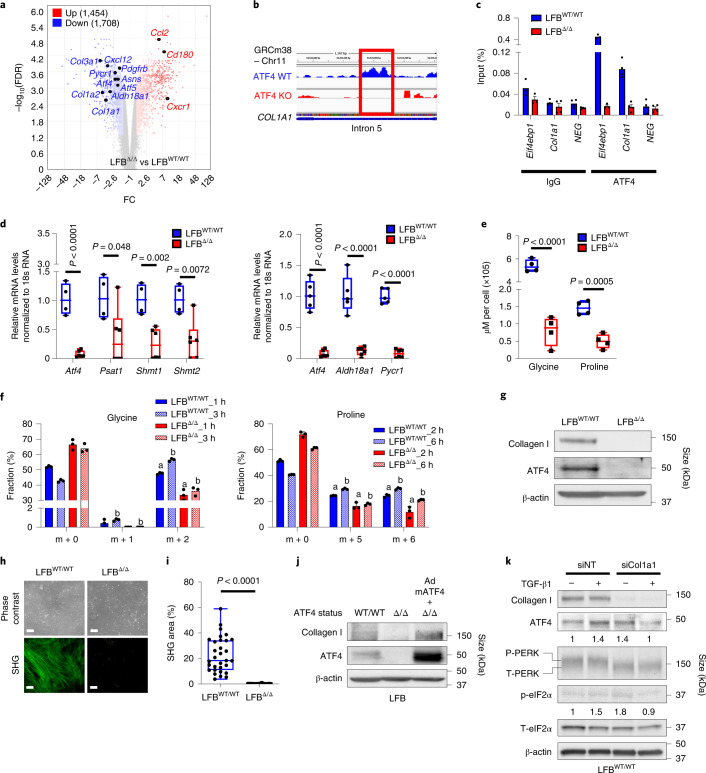
ATF4-dependent *Col1a1* expression and multistep regulation of the collagen biosynthesis pathway contribute to fibroblast functionality. **a**, Volcano plot from the genome-wide gene expression microarray on LFBs. **b**, Predicted binding site of ATF4 on intron 5 of *Col1a1*. **c**, ATF4 ChIP followed by RT–qPCR at the *Col1a1* locus and *Eif4ebp1* (positive control) (representative from two biologically independent replicates; *n* = 3–4 technical replicates). NEG, PCR amplification of a site with no predicted ATF4 binding sites, located at intron 6 of *Col1a1* . **d**, Box and whisker plot of RT–qPCR of *Atf4*, *Psat1*, *Shmt1* and *Shmt2* (left) and *Atf4*, *Aldh18a1* and *Pycr1* (right) in LFBs (*n* = 5–6 biologically independent samples per group). **e**, Box and whisker plot of the NMR spectrometry analysis of intracellular glycine and proline levels (μM per cell) in LFB^WT/WT^ and LFB^Δ/Δ^ cells (*n* = 4 biologically independent samples per group). **f**, LC–ESI-MS/MS analysis to measure the metabolic flux from serine to glycine and glutamine to proline in LFB^WT/WT^ and LFB^Δ/Δ^ cells (*n* = 3 biologically independent samples per group). Values represent the mean ± s.e.m. The letters indicate a significant change from the LFB^WT/WT^ at each isotopologue: ^a^*P* < 0.01, ^b^*P* < 0.001. **g**, Proteins were detected by immunoblotting in untreated LFBs. β-actin was used as a loading control. **h**, Representative images of collagen deposition from LFB^WT/WT^ and LFB^Δ/Δ^ using second harmonic generation (SHG) microscopy. Magnification, ×10. Scale bar, 100 μm. **i**, Box and whisker plot of the fluorescent signal from **h**. Each dot represents quantitative value from a ×10 field. **j**, Re-expression of a mouse ATF4 homologue from an adenoviral vector (AdmATF4) in LFB^Δ/Δ^ cells restores collagen I levels. Proteins were detected by immunoblotting. β-actin was used as a loading control. **k**, LFB^WT/WT^ were treated with TGF-β1 for 6 h and proteins were detected by immunoblotting. β-actin was used as a loading control. siNT, small interfering non-targeting RNA. Numbers below blots represent relative band intensities, normalized to T-eIF2a and β-actin. Unpaired two-sample *t*-test in all box and whisker plots. Source data

### ATF4-deficient fibroblasts lack pro-angiogenic activity

To further investigate the abnormal vascularization phenotype observed in B16F10 and MH6419 tumours, we performed ex vivo tumour vasculature imaging, using confocal/multiphoton microscopy on excised B16F10 tumours from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. Fewer blood vessels were found, with less sprouting in the B16F10 tumours grown in *Atf4*^Δ/Δ^ mice compared with the tumours grown in *Atf4*^WT/WT^ littermates (Fig. 5a,b and Supplementary Videos 1–4). To delineate the mechanism of the vascularization defect, primary lung endothelial cells were isolated from healthy *Atf4*^WT/WT^ (EC^WT/WT^) mice (Extended Data Fig. 8a,b) and tested for their ability to form endothelial tubes on Matrigel-coated plates. Endothelial cells were stimulated with conditioned medium (CM) derived from LFB^WT/WT^ and LFB^Δ/Δ^ (Extended Data Fig. 8a). In concordance with the ex vivo data, the CM from LFB^Δ/Δ^ caused a marked reduction in the number of tubes and junctions of EC^WT/WT^ compared with those treated with CM from LFB^WT/WT^, which indicated a possible deficiency in the LFB^Δ/Δ^ secretome (Fig. 5c,d and Extended Data Fig. 8c). Analysis of CM from ATF4-proficient and ATF4-deficient LFB as well as from LFB^Δ/Δ^ expressing the mouse ATF4 homologue revealed that the levels of the pro-angiogenic vascular endothelial growth factor (VEGF), stromal-cell-derived factor-1 (SDF-1; also known as CXCL12), insulin-like growth factor binding protein-2 (IGFBP-2) and IGFBP-9 were all significantly reduced in the CM from LFB^Δ/Δ^, and these levels were restored in LFB^Δ/Δ^ with re-expressed ATF4 (Fig. 5e,f). To further probe these findings in vivo, we ran the same angiogenesis array on tumour lysates from equal volume B16F10 tumours from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. There were no pronounced differences in the VEGF and CXCL12 secreted levels between the tumours of different ATF4 host status (Fig. 5g). This is probably due to the fact that the fibroblasts are not the only source of the VEGF and CXCL12 secretion into the TME^36–38^. However, staining of B16F10 tumours from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice for VEGF and CD31 and CXCL12 and CD31 showed that although there was no difference in the total signal of areas positive for VEGF and CXCL12 (Extended Data Fig. 8d,e), the levels of both angiogenic factors were lower in the perivascular areas of tumours grown in *Atf4*^Δ/Δ^ mice (Fig. 5h–k). Furthermore, the levels of both VEGF (and CD31) and CXCL1 (and CD31) angiogenic factors were significantly reduced in the perivascular areas of tumours grown in *Col1a1*Cre;*Atf4*^Δ/Δ^ mice compared with *Col1a1*Cre;*Atf4*^WT/WT^ mice (Extended Data Fig. 8f–i), which indicates that the ATF4-deficient perivascular CAFs present a defective source of secreted angiogenic factors. Some levels of VEGF and CXCL12 are still present in the tumours grown in fibroblast-specific *Atf4* KOs and therefore we cannot exclude some additional contribution from other sources. It is well established that TGFβ–SMAD3 pathway is active in CAFs, which in turn secrete VEGF, among other cytokines, to boost angiogenesis^39^. Interestingly, expression of both p-SMAD3 and T-SMAD3 were downregulated in LFB^Δ/Δ^ after TGF-β1 treatment (Fig. 5l). Taken together, these results suggest that ATF4 loss in fibroblasts impairs their pro-angiogenic activity through a defective secretome, which leads to abnormal angiogenesis and significant attenuation of tumour growth.

**Fig. 5:**
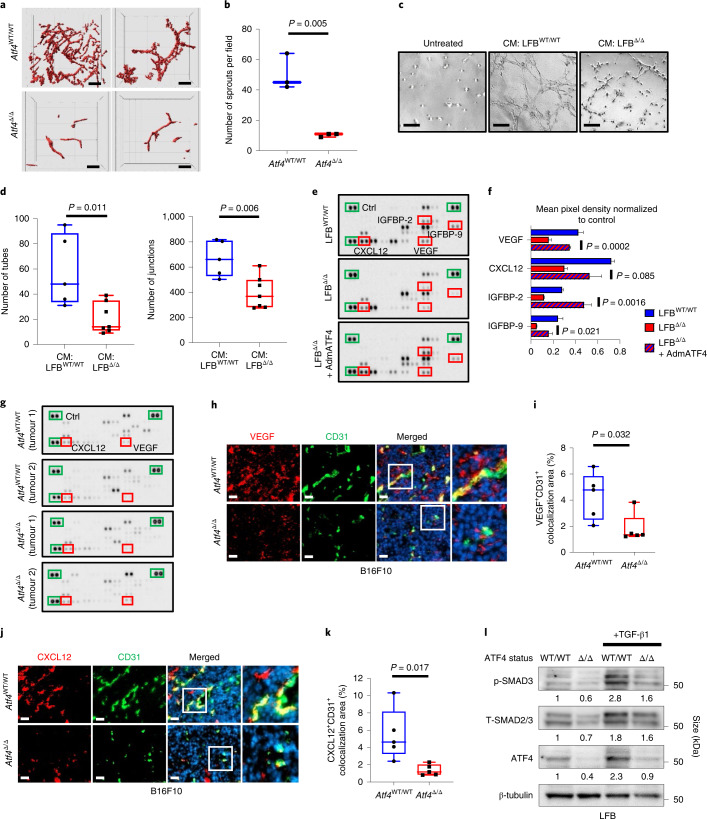
ATF4-deficient fibroblasts fail to support endothelial tube formation and secrete reduced levels of specific angiogenic cytokines. **a**, Representative images of vasculature from B16F10 tumours grown in *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. **b**, Box and whisker plot of the number of sprouts per field from **a** (*n* = 3 biologically independent samples per group). **c**, EC^WT/WT^ were treated with CM collected from LFB^WT/WT^ or LFB^Δ/Δ^ for 24 h and plated for tube formation assay and analysed 4 h after plating. Magnification, ×19. **d**, Box and whisker plots of the number of tubes and number of junctions per field from **c**. **e**, CM collected from LFB^WT/WT^, LFB^Δ/Δ^ and LFB^Δ/Δ^ + AdmATF4 cells was used for analysis of pro-angiogenic cytokines using antibody arrays. Green boxes indicate the reference spots. Red boxes refer to the analysed proteins (VEGF, CXCL12, IGFBP-2 and IGFBP-9). **f**, Membranes were subjected to immunoblotting and protein levels were quantified from **e**. Values represent the mean ± s.e.m., unpaired two-sample *t*-test. **g**, Tumour lysates from equal volume B16F10 tumours collected from two *Atf4*^WT/WT^ and two *Atf4*^Δ/Δ^ mice were analysed for pro-angiogenic cytokines using the same antibody array as in **e**. **h**, Representative IF images from B16F10 tumours stained for VEGF (red) and CD31 (green). Magnification, ×20. Right: cropped images from ×20 original magnification. **i**, Box and whisker plot of the percentage VEGF^+^CD31^+^ colocalization area from **h** (*n* = 5 biologically independent samples per group). **j**, Representative IF images from B16F10 tumours stained for CXCL12 (red) and CD31 (green). Magnification, ×20. Right: cropped images from ×20 original magnification. **k**, Box and whisker plot of the percentage CXCL12^+^CD31^+^ colocalization area from **j** (*n* = 5 biologically independent samples per group). **l**, Proteins were detected by immunoblotting in untreated or TGF-β1-treated LFB^WT/WT^ or LFB^Δ/Δ^ (6 h). β-tubulin was used as a loading control. Numbers below blots represent relative band intensities, normalized to β-tubulin. Unpaired two-sample *t*-test in all box and whisker plots. Scale bars, 100 μm (**a**), 50 μm (**h** and **j**) and 5 μm (**c**). Source data

### Host ATF4 ablation inhibits lung metastasis

As activated CAFs also play a crucial role in the establishment of the metastatic niche^29,40,41^, we speculated that ATF4 deficiency could also have an inhibitory effect on lung metastasis. B16F10 melanoma tumours, similar to human melanoma, metastasize to multiple sites, but primarily to the lung^42^. We first examined the impact of host ATF4 deletion in the pre-metastatic niche by analysing gene expression changes in lungs from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice at 4 weeks after tamoxifen treatment. Genome-wide microarray analysis identified more than 170 genes as differentially expressed, with 21 genes significantly downregulated in *Atf4*^Δ/Δ^ lungs, including *Col1a1* (Fig. 6a and Extended Data Fig. 8j). Importantly, pathway analysis of the most dysregulated genes revealed defects in collagen formation, ECM organization and integrin cell surface interaction pathways (Fig. 6b and Supplementary Table 9), consistent with the LFB gene expression data. MS analysis of lung tissue extracts revealed pronounced reductions in glycine and proline levels in *Atf4*^Δ/Δ^ mice compared with their *Atf4*^WT/WT^ littermates (Fig. 6c). These results indicate that loss of host ATF4 might cause an unfavourable metastatic niche, possibly through the regulation of fibroblast functionality. Tail vein injection of B16F10 cells (Fig. 6d) resulted in efficient lung colonization in *Atf4*^WT/WT^ mice at 3 weeks. By contrast, both the number and the area of lung metastases were significantly reduced in *Atf4*^Δ/Δ^ mice compared with *Atf4*^WT/WT^ mice (Fig. 6e,f and Extended Data Fig. 8k,l). To elucidate whether this phenotype is due to reduced seeding or growth of B16F10 cells in the lung, we repeated the lung colonization experiment but initiated tamoxifen treatment at 3 days after tail vein injection of B16F10 cells. Notably, both the number of lung metastases and the percentage of tumour area in lungs were significantly reduced in *Atf4*^Δ/Δ^ mice (Extended Data Fig. 8m–p). This result indicates that ATF4 ablation renders the metastatic niche less permissive for both initial seeding and subsequent growth of melanoma cells. Moreover, in a more physiologically relevant model of metastasis, in which equal volume (approximately 300 mm^3^) of B16F10 tumours in both genotypes were surgically excised and lungs were examined at 4 weeks after excision (Fig. 6g), the results were even more striking: 6 out of 9 lungs from *Atf4*^Δ/Δ^ mice lacked any detectable metastases, whereas the other 3 presented with only a small single metastatic nodule. By contrast, a significantly higher number of metastases was observed in all the lungs of *Atf4*^WT/WT^ littermates (Fig. 6h,i). Together, these results indicate that host ATF4 acts as a driving factor in the development of the metastatic niche and efficient metastatic process in B16F10 melanoma tumours.

**Fig. 6:**
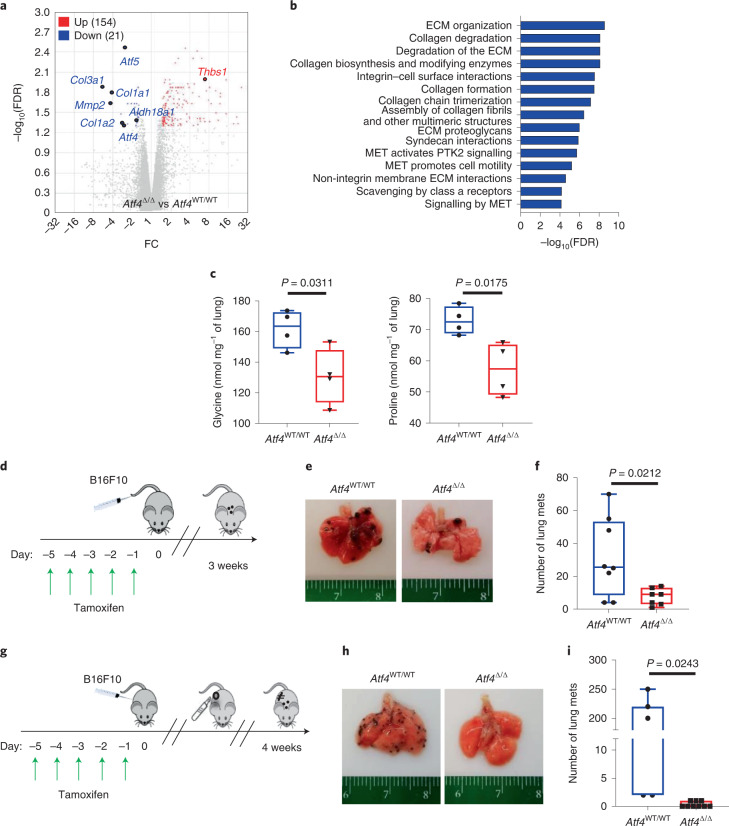
Host ATF4 ablation severely impairs lung colonization and metastasis of melanoma cells. **a**, Volcano plot from genome-wide gene expression microarray on lungs from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice at 4 weeks after tamoxifen treatment (*Atf4*^Δ/Δ^ versus *Atf4*^WT/WT^). **b**, Bar plot displaying the 15 most significantly enriched gene ontology terms in lungs from *Atf4*^WT/WT^ compared with *Atf4*^Δ/Δ^ mice from **a**. **c**, Box and whisker plot of the quantitative MS analysis in *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ lungs (nmol mg^–1^ of lung) for glycine and proline (*n* = 4 biologically independent samples per group). **d**, Schematic of the lung colonization experiment. Mice were injected with 1.5 × 10^5^ B16F10 cells in the tail vein, and lungs were collected 3 weeks later. **e**, Representative images from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ lungs. **f**, Box and whisker plot of the number of macroscopic lung metastases (mets) (*n* = 7–8 biologically independent samples per group). **g**, Schematic of the process to analyse metastatic activity. Mice were subcutaneously injected with 5 × 10^5^ B16F10 cells, and the primary tumours were surgically excised when they reached about 300 mm^3^. The mice were sutured and followed-up for a period of 4 weeks. **h**, Representative images from lungs, collected 4 weeks after tumour excision. **i**, Box and whisker plot of the macroscopic lung metastases (*n* = 7–9 biologically independent samples per group). Unpaired two-sample *t*-test in all box and whisker plots. Source data

### Association between ATF4 levels and stromagenesis in patients

To investigate the relevance of our findings in human malignancies, we analysed the expression of *Col1a1*, *Acta2* and multiple other genes in relation to ATF4 activity in different cohorts of patients with skin cutaneous melanoma (SKCM) and patients with pancreatic adenocarcinoma (PAAD) from The Cancer Genome Atlas (TCGA) database. As ATF4 is primarily regulated at the translational level^19,23,33^, we used ATF4 transcriptional targets (ISR target genes) that we and others have previously reported^19,23^ as a surrogate for ATF4 activation (Supplementary Table 10). *COL1A1*, *COL1A2*, *ACTA2*, *PDGFRB and FAP* displayed a significant positive correlation with this gene dataset in melanoma tumours (SKCM), whereas in pancreatic tumours (PAAD), that correlation was even stronger owing to their highly desmoplastic TME (Fig. 7a and Extended Data Fig. 9a). By contrast, no correlation was found using a list of 32 randomly chosen genes (Extended Data Fig. 9b and Supplementary Table 11). To further probe this relationship, human malignant melanoma and high-density pancreatic cancer tissue arrays were stained for collagen (COL1) and ATF4 by immunohistochemistry. Indeed, a positive correlation was found in the melanoma tissue array (Fig. 7b–d and Extended Data Fig. 9c), which was stronger in the metastatic group compared to the primary tumour group (Fig. 7d, bottom, and Extended Data Fig. 9d), which corroborates the results from the mouse melanoma metastasis model (Fig. 6). A significant positive correlation was also observed in the pancreatic tissue array (Extended Data Fig. 9e–g). We also noted that this correlation was stronger in patients with grade 2 compared with grade 3 pancreatic cancer, which suggests that ATF4 may exert a stronger regulatory role on collagen deposition at earlier disease stages (Extended Data Fig. 9h). Notably, high expression of *COL1A1* also correlated with poor prognosis in patients with melanoma (Fig. 7e). Together, these findings suggest that ATF4-dependent activation of CAFs dictates early ECM organization and CAF-instructed angiogenesis to support the growth of primary tumours and the metastatic phenotype (Extended Data Fig. 10).

**Fig. 7:**
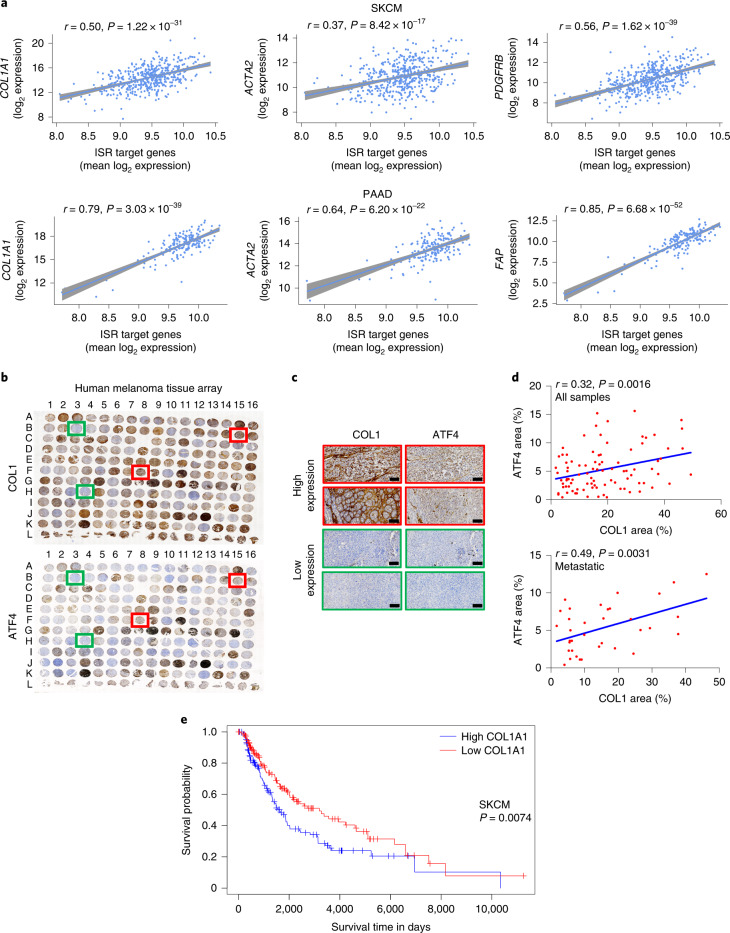
High ATF4 levels or ATF4-dependent gene expression correlate with increased COL1 expression or deposition in human tumours. The ISR gene signature comprising 32 genes was used as a surrogate for ATF4 activation. **a**, Pearson’s correlation between the ISR target signature and *COL1A1*, *ACTA2*, *PDGFRB* and *FAP* in SKCM and PAAD. The linear regression lines along with 95% confidence intervals (shaded regions) are shown. **b**, Human melanoma tissue arrays containing sections from 176 tumours and 16 healthy controls were stained for COL1 (top) and ATF4 (bottom) proteins. Damaged or tissues expressing high melanin levels were excluded from the quantification. Red and green boxes indicate representative high and low expression levels of COL1 and ATF4, respectively. **c**, Representative images from human melanoma tissue arrays stained for COL1 and ATF4 proteins Scale bars, 100 μm. **d**, Pearson’s correlation for all the samples (top) and metastatic samples (bottom) between the percentage ATF4 area and percentage COL1 area. **e**, Kaplan–Meier plot of survival time of patients with SKCM with high (*n* = 151 biologically independent samples) or low (*n* = 151 biologically independent samples) COL1A1 expression. log-rank (Mantel–Cox) test. Source data

## Discussion

Given the cardinal features of CAFs in the TME^4,29,43^, a better understanding of their transitory roles during tumour evolution and the mechanisms underlying these genotypic and phenotypic changes is crucial for developing effective therapeutic approaches. In this study, we uncovered an essential role for the master ISR effector ATF4 in shaping CAF functionality to dictate ECM organization and angiogenesis to support a tumour-promoting phenotype in experimental models of melanoma and pancreatic cancer (Extended Data Fig. 10).

Surprisingly, global ATF4 ablation results only in transient decreases in haematocrit and body weight, which completely resolved by 14–16 weeks of age. This phenotype is profoundly milder compared with that following embryonic ATF4 deletion^44^, which is characterized by high levels of lethality, microphthalmia, bone deformities and haematopoietic deficiencies^44–46^. These results suggest that the role of ATF4 in these processes may be more critical during embryonic development. Moreover, tamoxifen-induced deletion of ATF4, albeit efficient, is not complete, ostensibly allowing for repopulation of rapidly replicating cellular compartments with ATF4-proficient progenitor cells that escaped *Atf4* excision. Activated fibroblasts with increased collagen synthesis and secretion have been shown to play a pivotal role in wound healing. It is intriguing that in the tumour growth/resection experiments using the global ATF4 KO mice, we did not observe deficiencies with wound closure following surgical resection. It is possible, however, that some defects at the microvascular level may result from ATF4 ablation, a notion that requires further investigation using well-established wound-healing models.

Unbiased scRNA-seq analysis of small and large melanoma tumours showed that CAF activation in *Atf4*^Δ/Δ^ mice was impaired; this was based on the expression levels of *Acta2* and *Pdgfrb*, which are the most commonly used CAF markers^4,47^. The levels of αSMA, PDGFRβ and FAP in melanoma and pancreatic tumours were nearly undetectable in *Atf4*^Δ/Δ^ mice, which indicates that ATF4 is essential for CAF activation within the TME. However, accumulating evidence suggests that CAFs can emerge not only from resident fibroblasts^48^ but also from bone-marrow-derived mesenchymal stem cells^49,50^, adipocytes^51^ and pericytes^52^, which is indicative of the remarkable plasticity of this component of the TME. In this regard, more constrained deletion of ATF4 in the fibroblast/osteoblast compartment resulted in a similar tumour growth profile as in the global ATF4 KO mice. Notably, co-injection of fibroblasts from *Atf4*^WT/WT^ mice led to substantial recovery of tumour growth rates in *Atf4*^Δ/Δ^ mice. Although the levels of NG2 expression in melanoma tumours remained relatively unchanged, we cannot exclude the possibility of a contribution from the pericyte compartment on some CAFs.

Our studies also provide a putative mechanism underlying the pro-CAF activation role of ATF4. Collagen biosynthesis is a highly coordinated, multistep process that includes mRNA synthesis and processing, translation into the pro-collagen peptide, hydroxylation and glycosylation^27,53^. A structural prerequisite motif for the assembly of the pro-collagen polypeptide chain is a (glycine-proline-X)_*n*_ repeat, which indicates the high demand for these amino acids^27^. It is well established that ATF4 acts as an important transcriptional regulator of genes involved in amino acid biosynthesis and transport^34,54^. In this regard, we found reduced mRNA levels of both *Col1a1* and *Col1a2* genes, as well as in enzymes involved in glycine (*Psat1*, *Shmt1* and *Shmt2*)^34^ and proline (*Aldh18a1* and *Pycr1*)^35^ biosynthesis in LFB^Δ/Δ^ cells, leading to significantly reduced intracellular levels of both amino acids in ATF4-deficient fibroblasts. Continuous supplementation of non-essential amino acids in the medium was not sufficient to rescue the defect in collagen synthesis in fibroblasts lacking ATF4 (data not shown), as previously been demonstrated in ATF4-deficient osteoblasts^55^. This suggests that transcriptional regulation of *Col1* gene expression may be the dominant defect in ATF4-deficient fibroblasts. Mechanistically, we validated an ATF4 binding site at intron 5 of the *Col1a1* gene. Intriguingly, in humans, this site has been identified as the second most active binding region, with more than 20 transcription factor binding elements, deeming this locus a regulatory hotspot^56,57^. Our data also indicate that TGF-β1 treatment of LFB^WT/WT^ caused high ATF4 expression through PERK activation and eIF2α phosphorylation, which was ameliorated by silencing of *Col1a1* expression. However, the remaining ATF4 expression and p-eIF2α upregulation after si*Col1a1* treatment suggests that another ISR kinase (probably GCN2) may be activated.

There is overwhelming evidence related to the heterogeneity and plasticity of CAFs^6,43,47^. Among our key findings, we identified vCAFs as a spatially distinct CAF subcluster characterized by the highest levels of αSMA and PDGFRβ, which were reduced in *Atf4*^Δ/Δ^ mice. CAFs have been ascribed key roles in supporting angiogenesis through the release of VEGFA, FGF2 and CXCL12 (CAF secretome)^13,58,59^ or through the exertion of mechanical forces^60^ within the tumour milieu. Interestingly, CM from ATF4-replete LFBs exhibited higher levels of VEGF and CXCL12, which have been shown to drive angiogenesis^13,61^. Our analysis of VEGF and CXCL12 levels in tumours from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice revealed that the levels of these cytokines were decreased in the perivascular areas of tumours grown in *Atf4*^Δ/Δ^ mice, and vCAFs appear to be the main source of angiogenic factors in the perivascular areas. Finally, we showed impaired TGFβ–SMAD3 signalling in TGFβ-treated LFBs lacking ATF4, thereby suggesting a potential involvement of this pathway in the defective secretome of the LFB^Δ/Δ^.

Collectively, our work highlights the paramount importance of ATF4 in regulating the functionality and activation of CAFs through collagen I synthesis and TGFβ–SMAD3 pathways. Importantly, analysis of patients with cutaneous melanoma and patients with pancreatic adenocarcinoma showed that ATF4-dependent transcriptional signatures correlated with collagen I, CAF markers and overall survival. Overall, the lower toxicity profile following transient ATF4 deletion in mice, coupled with the demonstrated pro-tumourigenic role of ATF4 in a tumour-intrinsic manner, further supports the notion that a clinically useful therapeutic window may exist for ATF4 inhibition as an attractive antitumour modality.

## Methods

This research complies with all relevant ethical regulations of the University of Pennsylvania, including the Institutional Review Board and Institutional Animal Care and Use Committee (IACUC) committees.

### Plasmids and other reagents

Lists of reagents, assays and adenovirus used in this study are provided in Supplementary Tables 12 and 13.

### Antibodies

A list of antibodies is provided in Supplementary Table 14.

### Cell culture

All cell lines are listed in Supplementary Table 15. B16F10 cells (American Type Culture Collection (ATCC), CRL-6475) and MH6419 cells (provided by B. Stanger, University of Pennsylvania^24^) were cultured in RPMI-1640 supplemented with 10% FBS in the presence of 5% CO_2_ at 37 °C. Isolated EC^WT/WT^ cells were cultured in EC medium. Isolated LFB^WT/WT^, LFB^Δ/Δ^, DFB^WT/WT^ and DFB^Δ/Δ^ cells were cultured in phenol-free DMEM/F12. LFB^WT/WT^ and LFB^Δ/Δ^ were treated with 2 ng ml^–1^ of TGF-β1, and cell lysates were collected at 6 h. Also, LFB^WT/WT^ cells were transfected with small interfering non-targeting RNA (siNT) or si*Col1a1* for 48 h, then treated with 2 ng ml^–1^ of TGF-β1 and cell lysates were collected at 6 h. All cell lines were determined to be free of mycoplasma, with repeated testing at the Cell Center Facility, University of Pennsylvania.

### LFB and DFB isolation

Lungs and skin were isolated from 8–10-week old *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice (males and females). Tissues from 4 mice were minced and digested in 20 ml of mixed collagenase lysis buffer (1 mg ml^–1^ of collagenase type I (Worthington, LS004214) and 1 mg ml^–1^ collagenase type II (Worthington, LS004176)) dissolved in phenol-free DMEM/F12 without FBS and penicillin–streptomycin under continuous rotation on a rocker at 37 °C for 40–50 min. An equal volume of phenol-free DMEM/F12 supplemented with 10% FBS, 100 U ml^–1^ penicillin and 100 mg ml^–1^ streptomycin were added to the lysed tissues to quench collagenase and then passed through 70-μm and 40-μm cell strainers (Falcon, 352350 and 352340, respectively). Cells were spun at 300*g* for 5 min, and the pellet was resuspended in 10 ml of complete FB medium (phenol-free DMEM/F12 supplemented with 10% FBS, 100 U ml^–1^ penicillin, 100 mg ml^–1^ streptomycin, 1 μm of 4-hydroxytamoxifen (4-HT) (Sigma-Aldrich, H7904), 1× non-essential amino acids (NEAA) (Gibco, 11140-050) and 55 μM β-mercaptoethanol (β-ME) (Millipore, ES-007-E)). This is considered as passage zero (p0). All cell lines were also treated with 50 μg ml^–1^ of gentamycin (VWR, E737) until they reached p2.

### Lung endothelial cell isolation

Lungs were isolated from 8–10-week old *Atf4*^WT/WT^ mice (males and females). Tissues from 8 mice were minced and digested in 10 ml of collagenase lysis buffer (5 mg ml^–1^ of collagenase type II (Worthington, LS004176)) dissolved in phenol red-free EC medium (ScienCell, 1001-prf) without FBS and penicillin–streptomycin under continuous rotation on a rocker at 37 °C for 35–45 min. An equal volume of phenol-free EC medium supplemented with 10% FBS, 100 U ml^–1^ penicillin and 100 mg ml^–1^ streptomycin were added to the lysed tissues to quench collagenase and then passed through 70-μm and 40-μm cell strainers. Cells were spun at 300*g* for 5 min, the pellet was resuspended in 10 ml of complete EC medium (phenol-free EC medium supplemented with 10% FBS, 100 U ml^–1^ penicillin, 100 mg ml^–1^ streptomycin, 1 μM of 4-HT, 1× NEAA and 55 μM β-ME) and cells were plated in 10-cm plates and incubated at 37 °C for 1 h. Non-adherent cells were collected after 3–5 washes with HBSS, spun at 300*g* for 5 min and washed again once with HBSS supplemented with 0.5% Fraction V BSA (Gibco, 15260-037). Cells were incubated with beads, and CD31^+^ cells were isolated (positive selection) according to the manufacturer’s instructions (Miltenyi Biotec, 130-097-418). The purity was evaluated by flow cytometry (Supplementary Fig. 2). Endothelial cells were plated on 0.1% gelatin-coated plates. This is considered as p0.

### Tumour endothelial cell isolation

Tumour tissues (equal volume from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice, approximately 300 mm^3^) were collected, minced and digested in 10 ml of collagenase lysis buffer (as described in the ‘Lung endothelial cell isolation’ method) under continuous rotation on a rocker at 37 °C for 35–45 min. An equal volume of phenol-free EC medium was added to the lysed tissues to quench collagenase and then passed through a 40-μm cell strainer. Cells were spun at 300*g* for 5 min, the pellet was resuspended in 2 ml of ACK and left at room temperature for 3 min. Next, 10 ml of PBS was added, and cells were spun at 300*g* for 5 min. The pellet was incubated with beads, and CD31^+^ cells were isolated (positive selection) according to the manufacturer’s instructions (Miltenyi Biotec, 130-097-418) and processed for RNA isolation.

### Western blot analysis

Cells were collected in ice-cold PBS and proteins were extracted using 1× RIPA buffer supplemented with protease (Sigma, B8640) and phosphatase inhibitors (Sigma, P5726 and P0044). Proteins were separated by 4–15% SDS–PAGE, transferred to polyvinylidene fluoride (PVDF) membranes and blocked with 5% nonfat milk or BSA in 1× PBS with Tween-20 (0.1%). Primary antibodies against ATF4 (Cell Signaling Technology, 11815, RRID: AB_2616025), collagen type I (Millipore-Sigma, AB765P, RRID: AB_92259), p-SMAD3 (Cell Signaling Technology, 9520, RRID: AB_2193207), SMAD2 and SMAD3 (Cell Signaling Technology, 8685, RRID: AB_10889933), PERK (Cell Signaling Technology, 3192, RRID: AB_2095847), β-actin (Cell Signaling Technology, 3700, RRID: AB_2242334), p-eIF2α (Cell Signaling Technology, 3398, RRID: AB_2096481), eIF2α (Cell Signaling Technology, 9722, RRID: AB_2230924) and β-tubulin (Cell Signaling Technology, 2146, RRID: AB_2210545) were added at 1:1,000 and incubated overnight at 4 °C. Membranes were washed, and secondary antibodies (ThermoFisher, 31460, RRID: AB_228341 or 31430, RRID: AB_228307) were added at 1:2,000. ECL (Thermo Scientific, 32106 and GE Healthcare, RPN2232) was added, and membranes were exposed to autoradiography films or ChemiDoc (Bio-Rad).

### Immunofluorescence

Tumour tissues (equal volume from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice, approximately 300 mm^3^) were cut in 8–10-μm thick (or 100-μm-thick for confocal microscopy) sections, coded and stored at −80 °C. Slides were thawed at room temperature and subsequently fixed with 2% paraformaldehyde for 20 min. After three washes with TBS, tissues were blocked with 8% BSA and 1% donkey serum in TBS-T (0.025% Triton X-100) at room temperature for 1 h. The primary antibodies against CD31 (1:50, BD Biosciences, 550274 or 1:50, Abcam, ab28364 or 1:20, Novus, NB100-2284), ACTA2 (1:100, Sigma, C6198), FAP (1:100, R&D systems, AF3715), PDGFRβ (1:100, Abcam, ab69506), NG2 (1:20, ThermoFisher, MA5-24247), collagen type I (1:400, Southern Biotech, 1310-01), Ki-67 (1:50, Novus, NB500-170), VEGF (1:50, ThermoFisher, MA5-13182) and CXCL12 (1:50, R&D Systems, MAB-350) were incubated overnight at 4 °C. After three washes with TBS-T, the secondary antibodies (ThermoFisher, A-11005, A-21206, A-11015, A-11006 and A-11055) were added at 1:200 and incubated for 1 h at room temperature in a humidified chamber. After 3 × 5 min rinses with TBS, tissues were stained with 1 μg ml^–1^ Hoechst (Invitrogen, H3570) for 30 min at room temperature, washed with TBS and coverslips were mounted with antifade mounting medium. To analyse the levels of apoptosis in the TME, tumour tissues were stained using an In Situ Cell Death Detection kit (Millipore-Sigma, 11684795910 and 12156792910, TUNEL) according to the manufacturer’s instructions.

### Immunohistochemistry

For haematoxylin and eoisin (H&E) staining, 5-µm thick paraffin sections were mounted on Superfrost Plus slides and stained using a Gemini AS Automated Slide Stainer. Slides were finally mounted with a resinous mounting medium (Thermo Scientific ClearVue coverslipper).

### Immunohistochemical staining of human tissue arrays for ATF4 and COL1

Immunohistochemical staining was used to separately analyse ATF4 and COL1 content in human tissue arrays. Formalin-fixed paraffin-embedded (FFPE) tissue arrays were first deparaffinized and rehydrated following standard procedures. Antigen retrieval was then performed by submerging the slides in simmering (low-rolling boil) 0.05% Tween-20/10 mM sodium citrate (pH 6) for 20 min. After cooling for 5 min at room temperature, sections were consecutively treated to block endogenous peroxidase (3% H_2_O_2_ for 15 min) then with 10% normal serum blocking solution (depending on host of the secondary antibody, in 1% BSA/PBS for 15 min). Sections were then incubated with primary antibodies against ATF4 (1:200, Abcam, ab31390) or COL1 (1:400, Southern Biotech, 1310-01) or IgG isotype (1:200, Jackson ImmunoResearch, 005-000-003 or 1:400, Jackson ImmunoResearch, 011-000-003) control in blocking solution overnight at 4 °C. Sections were then incubated with HRP–IgG secondary antibodies (1:400, Jackson ImmunoResearch, 705-035-147 or 1:400, Jackson ImmunoResearch, 111-035-144) diluted in 1% BSA/PBS for 1 h at room temperature. Sections were then equilibrated in sterile H_2_O for 5 min then developed using a DAB Substrate kit (Dako, Agilent). Samples were counterstained with haematoxylin, dehydrated and mounted in Cytoseal-60.

### Multiplex immunostaining of human melanoma tissues

Immunofluorescence multiplex staining was used to determine the colocalization of ATF4 with ACTA2 (αSMA)^+^ and/or CD34^+^ cells. FFPE tissue sections were first rehydrated, subjected to antigen retrieval, peroxidase and serum blocking as described above. Sections were then incubated with primary antibodies against ATF4 (1:200, Abcam, ab31390) or CD34 (1:200, BioLegend, 826401) or IgG isotype controls for ATF4 (1:200, Jackson ImmunoResearch, 011-000-003) and CD34 (1:200, Southern Biotech, 0102-01) in blocking solution overnight at 4 °C. Sections were then treated with an immunofluorescent-labelled secondary antibody against CD34 (1:400, ThermoFisher, A-11005) and a poly-HRP-secondary antibody then consecutive fluorescent-tyramide (ThermoFisher, B40926) against ATF4 (1 h at room temperature). Samples were then stained with an immunofluorescent-labelled primary antibody for ACTA2 (1:500, Millipore-Sigma, F3777) or IgG isotype control (1:500, BD Biosciences, 553456) for 1 h at room temperature. Finally, sections were counterstained for nuclei with 4,6-diamidino-2-phenylindole (DAPI) then aqueous mounted in SlowFade Gold.

### RT–qPCR

Total RNA was isolated using a Macherey–Nagel kit and complementary DNA was synthesized using a High Capacity RNA-to-cDNA kit according to the manufacturer’s instructions. RT–qPCR was performed with Power SYBR green PCR master mix. For data analysis, the QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) was used. Relative gene expression levels were defined using the DDCt method, and normalization was performed to 18S rRNA. All primers used in this study are described in Supplementary Table 16.

### ChIP

ChIP assays were performed as previously described^62^. In brief, chromatin crosslinking was carried out with a 3 ml formaldehyde solution for 10 min at room temperature to 30 ml medium. Crosslinking was quenched with 1.65 ml of a 2.5 M glycine solution for 5 min at room temperature. Cells were collected, the cell suspension was centrifuged (4 °C, 5 min, 1,350*g*), and the cell pellet was washed 3 times with PBS. For nuclear extraction, the cell pellet was snap-frozen in liquid nitrogen and thawed at room temperature three times followed by a 10 min incubation at 4 °C in 10 ml ice-cold hypotonic buffer (with rocking). The cell pellet was collected by centrifugation (4 °C, 5 min, 1,350*g*) followed by resuspension in 10 ml ice-cold lysis buffer. Intact nuclei were collected by centrifugation (4 °C, 5 min, 1,350*g*) followed by a wash with 10 ml ice-cold wash buffer for 10 min at room temperature (with rocking). The nuclei were collected by centrifugation (4 °C, 5 min, 1,350*g*) and the pellet was resuspended in 1 ml ice-cold sonication-lysis buffer. Chromatin was sonicated using a Covaris 200 instrument at settings of Temp 5–9, PP200, DF 10, CB 200, for 720 s, clarified by centrifugation (4 °C, 10 min, 18,000*g*). The supernatant was used for immunoprecipitation.

For each ChIP, 30 μl of the magnetic bead slurry was washed 3 times with 1 ml blocking solution against a magnet. The beads were saturated with 0.17 μg anti-ATF4 (rabbit) antibody (according to the manufacturer’s instructions) and the corresponding amount of normal rabbit control IgG in 0.5 ml of blocking solution by overnight rotation at 4 °C. Beads washed twice with 1 ml block solution followed by 2 washes with 1 ml FA lysis buffer. ChIP was carried out by mixing 10 μg of sonicated chromatin with the antibody–beads mixture and the FA lysis buffer in a total volume of 0.5 ml and incubated overnight at 4 °C by rotation. The ChIP–beads mixture was washed 5 times with 1 ml ice-cold RIPA wash buffer, and the bound chromatin was eluted in 200 μl TES at 65 °C. The crosslinking was reversed by adding NaCl at a final concentration of 200 mM and by a further incubation of the samples at 65 °C for 18 h. The next two steps included a 1.5 h incubation at 37 °C using 0.2 mg ml^–1^ RNase A and a 1 h incubation at 55 °C using 0.2 mg ml^–1^ proteinase K. DNA was purified using phenol–chloroform extraction followed by ethanol precipitation with overnight incubation at –20 °C. The DNA was resuspended in 100 μl water and DNA enrichment was measured by RT–qPCR. ChIP–qPCR enrichment data were obtained from two biological replicates and presented as mean ± s.e.m. The primer sequences are listed in Supplementary Table 16.

### CM

Fibroblasts were plated and cultured until 80% confluency. After three washes with PBS, phenol-free DMEM/F12, without any supplement, was added and kept for 24 h. The medium was spun at 300*g* for 5 min, filtered through a 0.22-μm filter and stored at –80 °C until further use.

### Fibroblast-derived matrices (FDMs)

Fibroblasts were plated on 0.2% gelatin (crosslinked with 1% glutaraldehyde and 1 M ethanolamine)-coated plates (MatTek, P35G-1.5-14-C) and incubated overnight (day 0). Fresh medium supplemented with 75 μg ml^–1^ ascorbic acid was added on days 1, 3, 5 and 7. At day 8, cells were lysed carefully (0.5% Triton X-100 + 20 mM NH_4_OH), PBS was added and stored at 4 °C overnight to avoid disturbing the matrix. Matrix-coated plates were washed with PBS, and fresh PBS (supplemented with 100 U ml^–1^ penicillin and 100 mg ml^–1^ streptomycin) was added and sealed with Parafilm for up to 2–3 weeks at 4 °C. ECM deposition was first visualized using a Nikon TiE inverted microscope using phase-contrast optics. Fibrillar collagen deposition was detected using second-harmonic generation (SHG) microscopy using a Leica SP8 2-photon microscope with the laser tuned to a wavelength of 900 nm. The SHG ‘backwards scatter’ signal was imaged (five random fields of view per sample), and the fibrillar collagen area and intensity were quantified using NIS Elements software (v.4.60.00).

### Tube formation assay

Growth factor reduced (GFR) Matrigel (120 μl per chamber; Corning, 356231) was added to 8-chamber culture slides, incubated at 37 °C for 20 min and washed with PBS. EC^WT/WT^ were pretreated with conditioned medium from LFB^WT/WT^ or LFB^Δ/Δ^ for 24 h, trypsinized and seeded on Matrigel-coated slides at a density of 2 × 10^4^ cells per chamber. Cells were imaged at 4 h after plating using an Axiovert 40CFL inverted microscope (Zeiss) equipped with AxioCam MRM CCD camera (Zeiss).

### Protein angiogenesis array

CM was added to the membranes of the proteome profiler mouse angiogenesis array and processed according to the manufacturer’s instructions (R&D systems).

### Flow cytometry

Endothelial cells were stained using a Live/Dead Fixable Aqua Dead Cell Stain kit (Invitrogen, L34957) for live/dead cell discrimination (Supplementary Fig. 1). Cell surface staining against CD31 (1:50, BioLegend, 102508) was performed for 30 min at 4 °C. All data acquisition was done using a FACSCanto II (BD Biosciences) and analysis with FlowJo v.10.

### Gas chromatography–MS

Samples (up to 50 mg, cut and reweighed as needed) were added to 0.5 ml of 10 mM pH 7.4 HEPES, 1 mM EDTA, 0.1% Triton X100 and 2 mm l-norvaline (internal standard) in Omni Bead Ruptor tubes, and lysed with the setting 5.5 for 30 s. The equivalent of 2.5 mg tissue (25–114 µl or 50–228 nmol norvaline) was transferred to 0.5-ml Eppendorf tubes (duplicates for 2 lung samples L7, L10 and 1 skin sample S3), and dried for 1 h in a Speedvac. Next, 100 µl 6 N HCl was added and incubated at 105 °C for 15.5 h. Tissue samples (5 µl (lung)) were dried by Speedvac (25 min, 2.5–22.8 nmol norvaline). Sets of standards to run in parallel were also dried. Samples were derivatized with 60 µl 1:1 mix pyridine:MTBSTFA for 60 min at 80 °C. After derivatization, samples were transferred to gas chromatography–MS vials and left at room temperature for 4 days before running the analysis (this was to stabilize the norvaline signal).

### NMR spectrometry

Cell or tissue samples were extracted using a biphasic extraction protocol. LC–MS-grade methanol and chloroform were purchased from ThermoFisher. Next, 0.22-µm filtered milli-Q water was used for extraction purpose. About 50 mg of tissue and/or 106 cells were extracted using 500 μl 2:2:1 methanol:chloroform:water. The cell samples were sonicated using a sonicator bath and the tissue samples were homogenized using steel beads in a TissueLyser II system (Eppendorf). The samples were further centrifuged at 16,200*g*, 4 °C. The upper fraction containing the polar metabolites were carefully collected and dried using a vacuum centrifuge (Eppendorf).

The dried samples were dissolved in 200 µl phosphate buffer (pH ~7.1) containing sodium-2,2-dimethyl2-silapentane-5-sulfonate (DSS; Cambridge Isotope) and 10% D2O for field frequency lock purpose (Cambridge Isotope). The samples were transferred to NMR tubes (3 mm i.d., Bruker Biospin).

NMR spectra were acquired using an Avance III HD 700 MHz NMR spectrometer (Bruker Biospin) fitted with a 3 mm NMR triple resonance inverse probe and SampleJet system for automated high-throughput spectral acquisition. All spectra were acquired at 298 K. The pulse program of the acquired NMR spectra took the shape of the first transient of a two-dimensional NOESY and generally of the form RD-90-t-90-tm-90-ACQ. Where RD = relaxation delay, t = small time delay between pulses, tm = mixing time and ACQ = acquisition^63^. Continuous irradiation of water during RD and tm was used to suppress the water signal. The spectra were acquired using 1-s interscan delay, 0.1 s mixing time, 76,000 data points and 14 ppm spectral width with a variable number of scans depending on the starting sample mass. The FIDs were zero-filled to 128 K; 0.1 Hz of linear broadening was applied followed by Fourier transformation.

NMR spectra were imported into Chenomx v.8.0 for quantitative targeted profiling^64^. The processor module was used to phase and baseline correct the spectra followed by internal standard calibration and deletion of the water region. The processed spectra were then imported to the profiler module for the targeted profiling of selected metabolites. Quantified data from this process were exported for further analysis.

### Metabolic tracing study

For serine-^13^C_3_ labelling experiments, cells were cultured in RPMI medium lacking glucose, serine and glycine (TEKnova) supplemented with 2 g per litre glucose and 0.03 g per litre serine-^13^C_3_ (Sigma Aldrich) for 1 and 3 h before collection. Cells were washed twice with ice-cold PBS before extraction with 600 μl of 80:20 acetonitrile:water over ice for 15 min. Cells were scraped off plates to be collected with supernatants, sonicated for 30 s, then spun down at 15,000 r.p.m. for 15 min. A total of 200 μl of supernatant was taken out for LC–MS/MS analysis immediately. Quantitative LC–ESI-MS/MS analysis was performed using an Agilent 1290 UHPLC system equipped with an Agilent 6545 Q-TOF mass spectrometer. A hydrophilic interaction chromatography method (HILIC) with a ZIC-pHILIC column (150 × 2.1 mm i.d., 5 μm; Merck) was used for compound separation at 35 °C with a flow rate of 0.3 ml min^–1^. The mobile phase A consisted of 20 mM ammonium bicarbonate in water and mobile phase B was acetonitrile. The following gradient elution was used: 0–1.5 min, 80% B; 1.5–7 min, 80% B → 40% B; 7–8.5 min, 40% B; 8.5–8.7 min, 40% → 80% B; and 8.7–10 min, 80% B. The overall runtime was 10 min, and the injection volume was 6 μl. Agilent Q-TOF was operated in negative mode and the relevant parameters were as follows: ion spray voltage, 3,500 V; nozzle voltage, 1,000 V; fragmentor voltage, 125 V; drying gas flow, 11 litres per min; capillary temperature, 300 °C, drying gas temperature, 320 °C; and nebulizer pressure, 40 psi. A full scan range was set at 50–1,200 (*m/z*). The reference masses were 119.0363 and 980.0164. The acquisition rate was 2 spectra per s. Data processing was performed with Agilent Profinder B.08.00 (Agilent Technologies). The mass tolerance was set to ±15 ppm and retention time tolerance was ±0.2 min.

For glutamine-^13^C_5_,^15^N_2_ labelling experiments, cells were cultured in DMEM lacking glutamine (Gibco) supplemented with 2 mM glutamine-^13^C_5_,^15^N_2_ (Cambridge Isotopes) for 2 and 6 h before collection. Metabolite extraction was performed as described above. Quantitative LC–ESI-MS/MS analysis was performed using an Agilent 1290 UHPLC system equipped with an Agilent 6545 Q-TOF mass spectrometer. A HILIC with an Atlantis Silica HILIC Column (100 × 2.1 mm i.d., 3 μm; Waters) was used for amino acid separation at 35 °C with a flow rate of 0.3 ml minl^–1^. The mobile phase A consisted of 10 mM ammonium formate and 0.1% fomic acid in water and mobile phase B was acetonitrile. The following gradient elution was used: 0–1 min, 85% B; 1–4 min, 85% B → 65% B; 4–4.5 min, 65% B → 50% B; 4.5–5.5 min, 50% → 40% B; 5.5–6 min, 40% B → 25% B; 6–7 min, 25% B; and 7–7.5 min, 25% B → 85% B. After the gradient, the column was re-equilibrated at 85% B for 2.5 min. The overall runtime was 10 min, and the injection volume was 3 μl. Agilent Q-TOF was operated in positive mode, and the relevant parameters were as follows: ion spray voltage, 3,000 V; nozzle voltage, 500 V; fragmentor voltage, 125 V; drying gas flow, 11 litres per min; capillary temperature, 300 °C, drying gas temperature, 320 °C; and nebulizer pressure, 40 psi. A full scan range was set at 50–1,200 (*m/z*). The reference masses were 121.0509 and 922.0098. The acquisition rate was 2 spectra per s. Data processing was performed with MAVEN (http://genomics-pubs.princeton.edu/mzroll/index.php).

### Genome-wide gene expression microarray analysis

Microarray services were provided by the UPENN Molecular Profiling Facility, including quality control tests of the total RNA samples by Agilent Bioanalyzer and Nanodrop spectrophotometry. All protocols were conducted as described in the Affymetrix WT Plus Reagent kit manual and the Affymetrix GeneChip Expression Analysis technical manual. In brief, 250 ng of total RNA was converted to the first-strand cDNA using reverse transcriptase primed by poly(T) and random oligomers that incorporated the T7 promoter sequence. Second-strand cDNA synthesis was followed by in vitro transcription with T7 RNA polymerase for linear amplification of each transcript, and the resulting cRNA was converted to cDNA, fragmented, assessed by Bioanalyzer, and biotinylated by terminal transferase end labelling. A total of 5.5 µg of labelled cDNA were added to Affymetrix hybridization cocktails, heated at 99 °C for 5 min and hybridized for 16 h at 45 °C to Clariom D Mouse Arrays using a GeneChip Hybridization oven 645. The microarrays were then washed at low (6× SSPE) and high (100 mM MES, 0.1 M NaCl) stringency and stained with streptavidin–phycoerythrin. Fluorescence was amplified by adding biotinylated anti-streptavidin and an additional aliquot of streptavidin–phycoerythrin stain. A GeneChip 3000 7G scanner was used to collect fluorescence signals. Affymetrix Command Console and Expression Console were used to quantitate expression levels for targeted genes; default values provided by Affymetrix were applied to all analysis parameters. The Gene Expression Omnibus (GEO) accession number is GSE159020.

### scRNA-seq

Cells derived from equal volume tumours (small, 150 mm^3^; large, 300 mm^3^) from *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice were loaded into a 10X Genomics Chromium Single-Cell controller following the manufacturer’s instructions using a 10×3′ RNA-Seq V2 kit. Illumina sequencing libraries were prepared then sequenced either on three lanes of a HiSeq 4000 (28 bp × 98 bp) or a NovaSeq 6000 (28 bp × 91 bp). Samples were sequenced to a median depth of 14,188 ± 932.6 reads per cell with a median 2,291 ± 334 median gene count detected per cell. The fraction of reads mapping confidently to the transcriptome was 60 ± 4.6%. The per cent of reads from mitochondrial genes had a median of 6 ± 0.41%. Initial data processing was performed with Cell Ranger v.3.0.1. The GEO accession number is GSE159996.

### Mouse necropsy

Mouse necropsy was performed according to the Comparative Pathology Core’s standardized approach for rodent studies.

### Correlation and survival analysis

Gene expression profiles (RSEM-normalized gene expression values) were obtained from TCGA^65^ for the following cancer types: SKCM and PAAD. Expression profiles were downloaded from Broad GDAC Firehose. For each dataset, Pearson’s correlation coefficients between log_2_-transformed expression values of *COL1A1*, *COL1A2*, *ACTA2*, *PDGFRB* and *FAP* and log_2_-transformed mean expression values of 32 ISR-target genes were estimated. As a baseline, Pearson’s correlation coefficients were also estimated between *COL1A1*, *ACTA2*, *PDGFRB*, and 32 genes that were randomly chosen using RSAT^66^.

Subsequently, patients in each cancer type were divided into two groups according to *COL1A1* expression: low *COL1A1* expression (below first quartile) and high *COL1A1* expression (above third quartile). Survival analysis using Kaplan–Meier and the log-rank test between *COL1A1*-low and *COL1A1*-high groups, was performed using the R package survival and OncoLnc^67^. Correlation analysis and Kaplan–Meier plots were produced using the R package ggplot2.

### In vivo mouse studies

All animal experiments were approved by the University Laboratory Animal Resources (ULAR) and IACUC of the University of Pennsylvania regulations (animal protocol 805191). Mice were housed in 12:12 light–dark cycles with temperatures of ~18–23 °C and 40–60% humidity. The maximal tumour volume permitted by ULAR and IACUC is 2 × 10^3^ mm^3^ and was not exceeded. Only one tumour in one mouse exceeded this limit (Extended Data Fig. 1d) due to doubling of tumour size over a weekend. The mouse was euthanized immediately. Both males and females (C57BL/6 background) 9–10 weeks old were used in all in vivo experimental procedures. Mice were housed in pathogen-free conditions. ATF4 excision was achieved by oral gavage of tamoxifen (200 mg per kg body weight) for 5 consecutive days. For tumour growth studies, 5 × 10^5^ B16F10 or MH6419 cells were subcutaneously injected into the flanks of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. For the orthotopic pancreatic tumour model, 5 × 10^4^ MH6419 cells were orthotopically injected into the tail of the pancreas. For the CD8-depletion studies, before injection of B16F10 cells and then every 4 days after, mice received a dose of 200 μg per mouse of either anti-mouse monoclonal CD8-blocking antibody (InVivoMAb anti-CD8α, BioXCell, BP0061) or rat IgG2b isotype control (InVivoMAb rat IgG2b, BioXCell, BE0090) by intraperitoneal injection. For co-injection studies, 5 × 10^4^ B16F10 cells mixed with 1.5 × 10^5^ fibroblasts (*Atf4*^WT/WT^ or *Atf4*^Δ/Δ^) cells were injected into the flanks of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. For scRNA-seq studies, 5 × 10^5^ B16F10 cells were injected into the flanks of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. For lung colonization studies, 1.5 × 10^5^ B16F10 cells were injected in the tail vein of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. For lung metastasis studies, 5 × 10^5^ B16F10 cells were injected into the flanks of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. Tumours that reached ~300 mm^3^ were surgically removed, and 4 weeks later mice were euthanized, the lungs were collected and stored in 10% formalin. For in vivo tracking studies, cytoplasmic membranes of both DFB^WT/WT^ and DFB^Δ/Δ^ were labelled using the non-cytotoxic Vybrant DiD Cell-Labeling dye immediately before subcutaneous injection. For ex vivo imaging of tumour vasculature, 5 × 10^5^ B16F10 cells were injected into the flanks of *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ mice. Qtracker 705 was injected by the tail vein, mice euthanized, and tumours were collected 20 min after injection. The primers for genotyping used in this study are described in Supplementary Table 16, and the mouse models used in this study are described in Supplementary Table 17.

### In vivo tracking of DiD-labelled DFBs by IVIS imaging

Mice previously subcutaneously injected in the right flank with DiD-labelled DFB^WT/WT^ and DFB^Δ/Δ^ were anaesthetized with isoflurane. Epifluorescence images of DiD were captured using an IVIS Spectrum (Caliper Life Sciences). The excitation and emission filter that was used to capture the DiD fluorescent signal was 648/670 nm. All images were acquired under the same field size and using the autoexposure parameters of the instrument (pixel binning of 8 and f/Stop of 1) to maximize the signal sensitivity. Any changes to the acquisition parameters that control sensitivity are automatically normalized by the Living Image software, without requiring any input by the user. For image analysis, equally sized regions of interest were drawn around the injection site of each mouse, across all time points (day 0 to day 9) and the total flux (photons s^–1^) was quantified using Living Image Software 4 7.3 (Perkin Elmer).

### Ex vivo imaging of tumour vasculature by confocal/multiphoton microscopy

Mice previously injected by the tail vein with Qtracker 705 were euthanized, and tumours were collected 20 min after injection. Tumours were washed with PBS and glued to the bottom of a 60-mm petri dish. Samples were covered with cold PBS and imaged. Images of tumour vasculature were acquired on a Leica SP8 MP confocal/multiphoton microscope system with a ×25 (0.95 NA) water-immersion objective. Qtracker was excited by two-photon excitation from a Coherent Chameleon Vision II laser tuned to 910 nm. A 665–705 nm emission filter and an external Hybrid detector were used for signal detection. *Z*-stacks were acquired at 1.5-µm intervals at 400 Hz with a line averaging of 3.

### Patient samples

A malignant melanoma with normal skin tissue array (90 males aged 54.8 ± 12.8 years and 86 females aged 53.3 ± 12.9 years) (Supplementary Table 18) and a pancreas cancer tissue array with adjacent normal pancreas tissue (5 males aged 59.4 ± 9.6 years and 5 females aged 61.8 ± 6.6 years) (Supplementary Table 19) were purchased from US Biomax. Ethical considerations and protocols that are used in tissue collection of these tissue arrays are mentioned on the Biomax webpage (https://www.biomax.us/FAQs) under FAQ10: “All tissue is collected under the highest ethical standards with the donor being informed completely and with their consent. We make sure we follow standard medical care and protect the donors’ privacy. All human tissues are collected under HIPPA approved protocols. All samples have been tested negative for HIV and Hepatitis B or their counterparts in animals and approved for commercial product development”. FFPE human melanoma tumours were obtained from patients that underwent resection at the Hospital of the University of Pennsylvania after signing informed consent in accordance with IRB protocol number 703001 (Supplementary Table 20).

### Quantification and statistical analysis

#### scRNA-seq data analysis

scRNA-seq data have been deposited in the GEO database^68^ at NCBI. Illumina basecall files were converted to FASTQ format and aligned to the reference GRCm38 genome using CellRanger (v.3.1)^69^ with default parameters. Gene expression matrices were computed using ENSEMBL gene annotation. Count matrices were then processed using the R environment (R v.3.6.0, RStudio v.1.1.442) and Seurat (v.3.2)^70,71^. Before proceeding to further analysis, four *Atf4*^WT/WT^ and four *Atf4*^Δ/Δ^ B16F10 large tumour samples were merged into one *Atf4*^WT/WT^ and one *Atf4*^Δ/Δ^ using the Seurat merge function. Cells expressing fewer than 200 or more than 5,000 unique genes and cells with more than 7.5% mitochondrial content were discarded. Genes expressed in fewer than 3 cells were also discarded. Library size normalization was performed using the Seurat NormalizeData function with the method LogNormalize and a scaling factor of 10,000 (default). The 2,000 most variable genes across datasets were identified using the FindVariableFeatures function. Subsequently, pre-processed Seurat objects from both conditions (WT/WT and Δ/Δ) were used to create an integrated assay using FindIntegrationAnchors and IntegrateData functions. A linear transformation was applied to the datasets using ScaleData function with the following configuration: vars.to.regress = ’percent.mt’. To conduct unsupervised clustering of single-cells, linear (principal component analysis (PCA)) and nonlinear (UMAP) dimensionality reduction techniques were combined. The first 20 and 15 principal components (PCs) were used for the large and small tumours, respectively. Graph-based clustering was performed by using the K-nearest neighbour (KNN) graph and the Louvain algorithm. Initial clustering revealed 16 and 12 clusters in large and small tumours, respectively. UMAP was used to visualize clustering results. The FindConservedMarkers function was utilized to identify cell-type marker genes that were conserved across both conditions using the following parameters: grouping.var = ’condition’, only.pos = T, logfc.threshold = 0.25.

Expression levels of a number of canonical marker genes led to the conduction of subclustering in some of the initial clusters in both large and small tumours. Specifically, in small tumours, subclustering of cluster 6 revealed 7 subclusters, from which subcluster 2 was expressing numerous T/NK cell marker genes and was therefore separated from cluster 6 and projected back to the original small tumours UMAP. In large tumours, subclustering of cluster 10 revealed 8 subclusters, from which subclusters 4 and 5 were expressing numerous T/NK cell and dendritic cell marker genes, respectively. Both subclusters 4 and 5 were separated from cluster 10 and projected back to the original large tumours UMAP. In addition, cluster 14 was removed in silico due to the high mitochondrial content in most of its cells, which led to the conclusion that it was a group of dead cells. Furthermore, a number of neighbouring clusters that shared highly similar expression profiles were merged (cluster 0 with 13, cluster 2 with 4, cluster 3 with 7 and cluster 6 with 9). After these processes, small tumours and large tumours comprised 12 and 16 clusters, respectively. Cell-type identification was carried out by using numerous known marker genes described in the literature and PanglaoDB^72^. To identify differentially expressed genes for each of the cell types between *Atf4*^WT/WT^ and *Atf4*^Δ/Δ^ samples, the function FindMarkers with the Wilcoxon rank-sum test was used. Specifically, for the cluster comprising CAFs, subclustering was performed and revealed 3 and 5 subclusters in small and large tumours, respectively. Differentially expressed genes in CAFs were separated in upregulated and downregulated genes, and pathway analysis was performed with the R package hypeR^73^ using a hypergeometric enrichment test and the Reactome^74^ gene set. Finally, small and large tumours were integrated in a common assay, the Seurat object was processed similarly as above and trajectory inference in the CAF population was conducted with Slingshot^75^.

#### Microarray data analysis

Cel files were imported into TAC (Transcriptome Analysis Console v.4, ThermoFisher), where they were RMA-normalized using default parameters. Inter-sample comparisons were visualized with PCA to confirm the absence of technical outliers. Contrasts comparing (experimental group) versus (control group) were performed. Genes that had false discovery rate values of ≤0.05 and a fold-change greater than 1.5 in either direction were considered significant.

#### ChIP-seq data analysis

The ChIP-seq datasets GSM873426 and GSM873427 were retrieved from the GEO^68^ repository, corresponding to three *Atf4*^WT/WT^ and three *Atf4*^Δ/Δ^ mouse ChIP-seq experiments. Raw datasets were quality checked and pre-processed using FastQC^76^ and Cutadapt^77^. Alignment was conducted using bowtie2 (ref. ^78^) against the GRCm38 version of the mouse genome. Genome-wide peaks were derived using MACS2 (ref. ^79^) (using default parameters) with both immunoprecipitated *Atf4 WT* and *Atf4 KO* samples. Best candidate motifs were found by using the genome sequences from the peak regions and the de novo motif identification method from MEME suite^80^. Filtering of the peak regions was conducted, and peaks lying inside the *Col1a1* gene body and 3,000 nucleotides upstream of the transcription start site of *Col1a1* were kept. FIMO from MEME-suite^80^ was utilized and scanning for motif occurrences inside the filtered peak regions was performed. Three strong potential binding sites emerged, all of them residing inside intron 5 of *Col1a1* gene.

#### RT–qPCR gene expression analysis

For RT–qPCR, relative gene expression levels were defined using the DDCt method and normalization was performed to 18S rRNA.

#### Digital imaging and quantification

Digital images were captured on a Nikon TiE inverted microscope (Nikon Instruments), a Zeiss Observer.Z1 inverted microscope (Zeiss) or a Zeiss LSM 710 confocal microscope (Zeiss). The motorized stage and automated image-stitching parameters were used to obtain complete images of each tumour/tissue array. Immunohistochemical stains were captured using brightfield optics and a Nikon DSRi2 colour camera at ×20 magnification. Multi-channel immunofluorescent samples were captured on a CCD Hammamatsu Camera at ×10 magnification and an AxioCam MRm (Zeiss) at ×10 and ×20 magnification, using independently controlled excitation and emission wavelength filter-wheels for each specific fluorophore. NIS Elements software v.4.60.00 (Nikon) and Zeiss Zen 3.0 software (Zeiss) were used for image quantification and pseudo-colouring of immunofluorescent images where appropriate. Also, ImageJ Fiji^81^ was used for image quantification. Parameters in the tube formation assay were analysed in ImageJ Fiji using a code for the morphometric analysis of ‘Endothelial Tube Formation Assay’^82^. Imaris 9.8.1 imaging software was used to analyse images capture by confocal/multiphoton microscope.

### Statistical analysis

Parameters such as sample size, the number of independent experiments (mean ± s.e.m.) and statistical significance are reported in figures and figure legends. Results were considered statistically significant when *P* < 0.05 by the appropriate test (analysis of variance, log-rank, *t*-test, Pearson’s correlation). Student’s *t*-test and hypergeometric test were utilized for comparisons in experiments with two sample groups. Survival data were summarized with Kaplan–Meier methods and tested using log-rank test. In box and whisker plots, the box represents the median and the quartiles, and the whisker expresses the minimum up to maximum value and plots each individual value as a point superimposed on the graph. Statistical analyses were performed with Excel 365 and GraphPad Prism v.8.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-022-00918-8.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Table 1: Full necropsy report. Supplementary Table 2: CAF differentially expressed genes from small B16F10 tumours. Supplementary Table 3: CAF differentially expressed genes from large B16F10 tumours. Supplementary Table 4: Significantly upregulated gene ontology terms enriched in WT CAFs from small tumours. Supplementary Table 5: Significantly upregulated gene ontology terms enriched in KO CAFs from small tumours. Supplementary Table 6: Genes used for CAF classification. Supplementary Table 7: List of vCAF-specific and mural-cell-specific gene markers. Supplementary Table 8: Significantly upregulated gene ontology terms enriched in LFB^WT/WT^ compared with LFB^Δ/Δ^ cells. Supplementary Table 9: Significantly enriched gene ontology terms in lungs from *Atf4*^WT/WT^ compared with *Atf4*^Δ/Δ^ mice. Supplementary Table 10: List of ISR target genes. Supplementary Table 11: List of randomly selected genes. Supplementary Table 12: Reagents used in the present study. Supplementary Table 13: Adenovirus and siRNAs used in the present study. Supplementary Table 14: Antibodies used in the present study. Supplementary Table 15: Cell lines used in the study. Supplementary Table 16: Primers used in this study. Supplementary Table 17: Mouse models used in this study. Supplementary Table 18: Specification sheet for the malignant melanoma with skin tissue array. Supplementary Table 19: Specification sheet for the pancreas cancer tissue array. Supplementary Table 20: Patient samples used in the present study.

Supplementary Video 1 Ex vivo imaging of tumour vasculature in an *Atf4*^WT/WT^ mouse.

Supplementary Video 2 Ex vivo imaging of tumour vasculature in an *Atf4*^WT/WT^ mouse.

Supplementary Video 3 Ex vivo imaging of tumour vasculature in an *Atf4*^Δ/Δ^ mouse.

Supplementary Video 4 Ex vivo imaging of tumour vasculature in an *Atf4*^Δ/Δ^ mouse.

## Data Availability

The scRNA–seq and microarray data that support the findings of this study have been deposited in the GEO under accession codes GSE159996 and GSE159020. The human SKCM and PAAD data were derived from Broad GDAC Firehose: https://gdac.broadinstitute.org/. Publicly available ChIP-seq datasets used in this study were retrieved from the GEO repository and can be found under the accession codes GSM873426 and GSM873427. All other data and scripts supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 4 Unprocessed western blots.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 5 Unprocessed western blots.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 4 Statistical dource data.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 7 Unprocessed western blots.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.

# Supplementary material for: A stromal Integrated Stress Response activates perivascular cancer-associated fibroblasts to drive angiogenesis and tumour progression
**Source:** Nat Cell Biol. 2022 Jun 2;24(6):940–53. doi: 10.1038/s41556-022-00918-8
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2.

---

**Supplementary information**

---

**A stromal Integrated Stress Response  
activates perivascular cancer-associated  
fibroblasts to drive angiogenesis and  
tumour progression**

---

In the format provided by the  
authors and unedited

### Gating strategy for live/dead cells

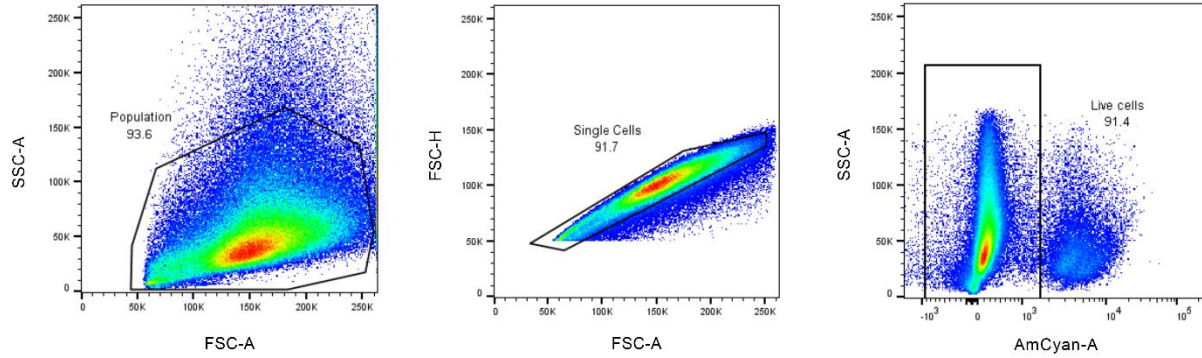

#### Supplementary Figure 1. FACS gating strategy for live/dead cells.

Forward scatter (FSC-A) versus side scatter (SSC-A) gating were used for the selection of population. FSC-A versus FSC-H gating were used for the selection of single cells only. AmCyan-A versus SSC-A were used for the selection of live/dead cells.

### Gating strategy for CD31+ cells

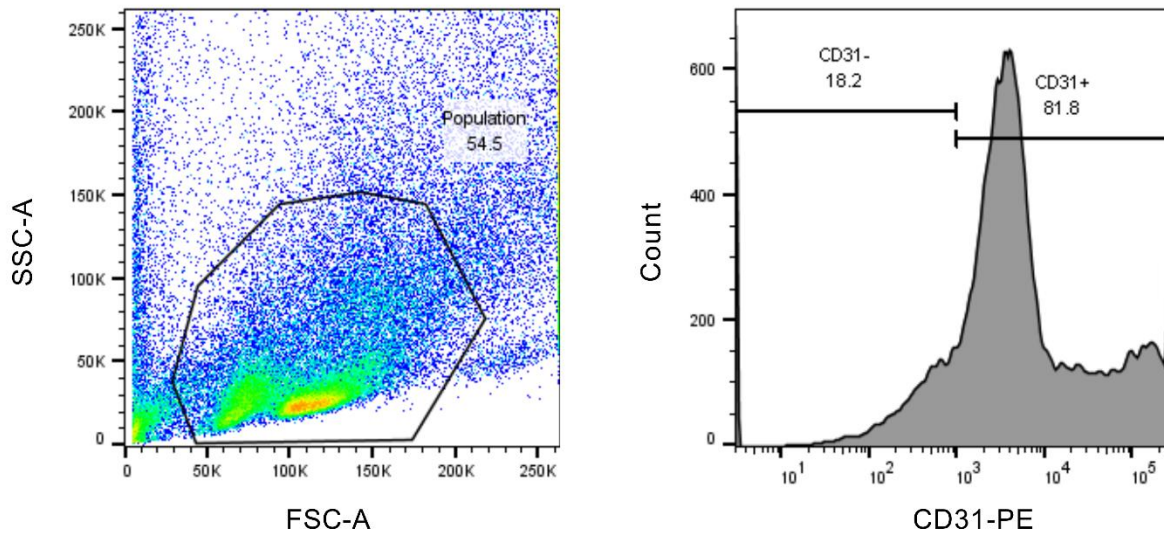

#### Supplementary Figure 2. Gating strategy for CD31+ cells.

Forward scatter (FSC-A) versus side scatter (SSC-A) gating were used for the selection of population. PE-A versus count were used for the selection of CD31+/CD31- cells.

# Supplementary material for: A stromal Integrated Stress Response activates perivascular cancer-associated fibroblasts to drive angiogenesis and tumour progression
**Source:** Nat Cell Biol. 2022 Jun 2;24(6):940–53. doi: 10.1038/s41556-022-00918-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | QuantStudio 6 Flex, ChemoDoc, MAVEN, Cell Ranger V3.0.1, R package ggplot2, OncoLnc, BD FFACSCanto II, NIS Elements v.4.60.00, Zen 3.1                                                                    |
| Data analysis   | Excel 365, GraphPad Prism version 8, Image J (Fiji), ChemoDoc, MAVEN, Cell Ranger V3.0.1, R package ggplot2, OncoLnc, RSAT, FlowJo v.10, NIS Elements v.4.60.00, Zen 3.1, FastQC, Cutadapt, Imapris 9.8.1 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

scRNA-seq and microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE159996 and GSE159020. The human skin cutaneous melanoma and pancreatic adenocarcinoma data were derived from Broad GDAC Firehose: <https://gdac.broadinstitute.org/>. Publicly available ChIP-Seq datasets used in this study were retrieved from GEO repository and can be found under the accession codes GSM873426 and GSM873427.

All other data and scripts supporting the findings of this study are available from the corresponding author on reasonable request.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Statistical method was not used to predetermine sample size. We determined the sample size based on previous publications of our group and others and our experience.                       |
| Data exclusions | There was no inclusion/exclusion criteria for samples as no sample results were excluded                                                                                                    |
| Replication     | All experiments were performed at 1-3 times unless noted in the legend. All attempts at replication were successful.                                                                        |
| Randomization   | There was no randomization of the mice since post tamoxifen treatment we had to follow the excision of ATF4. No specific treatment was given to the mice so randomization was not possible. |
| Blinding        | Tumor growth measurements in mice, quantification of immunofluorescence images and two photon microscopy, were blinded by use of coded subjects (mice).                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Rabbit monoclonal anti-ATF4 (Clone: D4B8, Cat#11815, RRID:AB\_2616025), Rabbit monoclonal anti-PERK (Clone: C33E10, Cat#3192, RRID:AB\_2095847), Rabbit monoclonal anti-p-eIF2a (Clone: D9G8, Cat#3398, RRID:AB\_2096481), Rabbit polyclonal anti-eIF2a (Cat#9722, RRID:AB\_2230924), Rabbit monoclonal anti-p-SMAD3 (Clone: C25A9, Cat#9520, RRID:AB\_2193207), Rabbit monoclonal anti-SMAD2/3 (Clone: D7G7, Cat#8685, RRID:AB\_10889933), Mouse monoclonal anti-b-actin (Clone: 8H10D10, Cat#3700, RRID:AB\_2242334), Rabbit polyclonal anti-b-tubulin (Cat#2146, RRID:AB\_2210545), Normal Rabbit IgG (Cat#2729S, RRID:AB\_1031062) were purchased from Cell Signaling Technology. Rabbit polyclonal anti-Collagen Type I (Cat#AB765P, RRID:AB\_92259), Mouse monoclonal anti-Acta2 (aSMA), Cy3 (Cat#C6198, RRID:AB\_476856), Mouse monoclonal anti-Acta2, FITC (Clone: 1A4, Cat#F3777, RRID:AB\_476977) were purchased from Millipore-Sigma. PE anti-mouse CD31 (Clone: MEC13.3, Cat#102508, RRID:AB\_312915), Mouse monoclonal anti-CD34 (Clone: QBEnd/10, Cat#826401, RRID:AB\_2564903) were purchased from BioLegend. Mouse monoclonal anti-PDGFRb (Clone: 42G12, Cat#ab69506, RRID:AB\_1269704), Rabbit polyclonal anti-CD31 (Cat#ab28364, RRID:AB\_726362), Rabbit polyclonal anti-ATF4 (Cat#ab31390) were purchased from Abcam. Rat monoclonal anti-NG2 (Clone: 546930, Cat#MA5-24247, AB\_2606388), Mouse monoclonal anti-VEGF (Clone: JH121, Cat#MA5-13182, RRID:AB\_10981661), Goat polyclonal anti-mouse IgG, Alexa Fluor 594 (Cat#A-11005, RRID:AB\_141372), Donkey polyclonal anti-rabbit IgG, Alexa Fluor 488 (Cat#A-21206, RRID:AB\_2535792), Donkey polyclonal anti-sheep IgG, Alexa Fluor 488 (Cat#A-11015, RRID:AB\_2534082), Goat polyclonal anti-rat IgG, Alexa Fluor 488 (Cat#A-11006, RRID:AB\_2534074), Donkey polyclonal anti-goat IgG, Alexa Fluor 488 (Cat#A-11055, RRID:AB\_2534102), Goat polyclonal anti-Rabbit IgG, HRP (Cat#31460, RRID:AB\_228341), Goat polyclonal anti-Mouse IgG, HRP (Cat#31430, RRID:AB\_228307) were purchased from ThermoFisher. Rat monoclonal anti-CD31 (Clone: MEC13.3, Cat#550274, RRID:AB\_393571) and Mouse IgG2a, FITC (Cat#553456, RRID:AB\_479604) were purchased from BD Biosciences. Sheep polyclonal anti-FAP (Cat#AF3715, RRID:AB\_2102369), Mouse monoclonal CXCL12/SDF-1 (Clone: 79018, Cat#MAB-350, RRID:AB\_2088149) were purchased from R&D systems. Goat anti-Collagen Type I (Cat#1310-01, RRID:AB\_2753206) and Mouse IgG1 (Clone: 15H6, Cat#0102-01, RRID:AB\_2793845) were purchased from Southern Biotech. Goat IgG (Cat#005-000-003, RRID:AB\_2336985), Rabbit IgG (Cat#011-000-003, RRID:AB\_2337118), Donkey polyclonal anti-goat IgG, HRP (Cat#705-035-147,

RRID:AB\_2313587) and Goat polyclonal anti-rabbit IgG, HRP (Cat#111-035-144, RRID:AB\_2307391) were purchased from Jackson ImmunoResearch. Rabbit polyclonal anti-Ki67/MKI67 (Cat#NB500-170, RRID:AB\_343263), Rabbit polyclonal anti-CD31 (Cat#NB100-2284, RRID:AB\_10002513) were purchased from Novus. Antibodies were used for Western Blot, IF, IHC, ChIP, flow cytometry and multiple IF. Please refer to Supplementary Table 14 to check for their relevant application.

## Validation

For most of the antibodies we validated using WT and knockout or knock down cells and different stimulations. Manufacturer's site also has validation for antibodies.

## Eukaryotic cell lines

Policy information about [cell lines](#)

### Cell line source(s)

B16F10 were purchased from ATCC. MH6419 (6419c5) cells are a kind gift from Ben Stanger at The University of Pennsylvania. MH6419 cells originated from the KrasLSL-G12D/wt;Trp53fl/fl;Pdx1-Cre (KPC) model of spontaneous pancreatic cancer (PMID: 29958801).

### Authentication

None of the cell lines were authenticated within 1 year. The MH6419 cell line was derived from tumor developed in a genetically modified mouse and has been characterized previously (PMID: 29958801).

### Mycoplasma contamination

All cell lines were tested for mycoplasma and were found negative.

### Commonly misidentified lines (See [ICLAC](#) register)

The cell lines used are not listed in the ICLAC register.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Male and female mice 9-10 week old from the following genotypes (C57BL/6 background) were used in all in vivo experiments: Rosa26::CreERT2:Atf4wt/wt and Rosa26::CreERT2:Atf4fl/fl, Col1a1::CreERT2:Atf4wt/wt and Col1a1::CreERT2:Atf4fl/fl.

### Wild animals

This study did not involve wild animals.

### Field-collected samples

This study did not involve field collected samples.

### Ethics oversight

All animal experiments have been approved by the University Laboratory Animal Resources (ULAR) and Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania regulations.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

Characteristics for malignant melanoma with normal skin tissue array: 90 males of 54.8±12.8 years old and 86 females of 53.3±12.9 years old (Supplementary Table 18) and pancreas cancer tissue array with adjacent normal pancreas tissue: 5 males of 59.4±9.6 years old and 5 females of 61.8±6.6 years old (Supplementary Table 19). Characteristics for the formalin-fixed paraffin-embedded human melanoma tumors are not available (Fig. 3k, Supplementary Table 20) since the samples were de-identified.

### Recruitment

There is no available information for the recruitment of the patients.

### Ethics oversight

Ethical considerations and protocols that are used in tissue collection of the tissue arrays (malignant melanoma and pancreatic cancer) are mentioned on the Biomax webpage (<https://www.biomax.us/FAQs>) under the FAQ10: "All tissue is collected under the highest ethical standards with the donor being informed completely and with their consent. We make sure we follow standard medical care and protect the donors' privacy. All human tissues are collected under HIPPA approved protocols. All samples have been tested negative for HIV and Hepatitis B or their counterparts in animals and approved for commercial product development". Human melanoma tumor samples were obtained from patients resected at the Hospital of the University of Pennsylvania upon signing the informed consent in accordance with the Institutional Review Board (IRB) protocol No. 703001. There is no other information available for these patients since the samples were de-identified.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Primary cultures of ATF4wt/wt lung endothelial cells and single cell suspension from B16F10 tumors grown in ATF4 WT and ATF4 KO mice.                                                                                                                                                                                                                                                                                                                                      |
| Instrument                | All data acquisition was done using a FACSCanto II (BD Biosciences).                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | BD FACSCanto II used to collect the data and FlowJo v.10 to analyze them.                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | Lung endothelial cells were above 80% pure post beads isolation (positive selection) and determined by flow cytometry (CD31-PE+ cells). B16F10 tumors were analyzed for live/dead cells (AmCyan).                                                                                                                                                                                                                                                                          |
| Gating strategy           | For endothelial cells: Forward scatter (FSC) versus Side scatter (SSC) gating were used for the selection of population. CD31-PE versus Count gating were used to show the positivity for CD31.<br>For tumor cells: Forward scatter (FSC) versus Side scatter (SSC) gating were used for the selection of population. FSC-A versus FSC-H gating were used for the selection of single cells only. AmCyan-A versus SSC-A gating were used to determine the live/dead cells. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

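The series measured gene expression in single cells of 8 large B16F10 tumours, 4 from *Atf4* WT/WT and 4 from *Atf4*Δ/Δ mice, with 1 library per tumour. The authors aligned the reads to GRCm38 with Cell Ranger, which called the barcodes that held cells, and deposited raw UMI counts per gene and barcode for each tumour. The paper gives more than 1 version of Cell Ranger. The deposited tables hold whole numbers without normalization, and barcodes above the paper's limit on mitochondrial counts are still in them. The sequencing reads, the small tumours, the microarrays and the immunofluorescence images were not analysed here.

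Conditions and replicate numbers were taken from the sample labels. The labels name the V3 kit and the paper's methods the V2 kit, the labels give mice of 12 weeks, which differs from the paper's methods, and neither states which library was run on which sequencing instrument. Replicate numbers were not taken as pairs. The tumours held 37,283,598 to 74,942,137 UMIs in *Atf4* WT/WT mice and 40,492,910 to 55,655,925 UMIs in *Atf4*Δ/Δ mice. After summing, CAF-like cells held 40,826 to 1,492,797 UMIs per tumour, TAM-like cells 19,811 to 279,899 and melanoma-like cells 24,170,899 to 48,990,696, so that CAF-like and TAM-like cells limit which genes can be tested. Replicates of a genotype differed by more than counting noise: in melanoma-like sums, the chi-square per gene between 2 replicates lay between 11.69 and 46.81 over 12 pairs.

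Cells with at least 200 and at most 5,000 genes and at most 7.5% mitochondrial counts were kept, and genes found in at least 3 cells. With Seurat 5.3.0 in R 4.3.3, counts were scaled to 10,000 per cell and log-transformed. The tumours of a genotype were merged, and the 2 genotypes were integrated on 2,000 variable genes with 20 principal components. Resolutions from 0.1 to 1.5 in steps of 0.1 were tried, and the one nearest to the paper's 16 clusters was taken, 0.6 with 17 clusters. The CAF-like cells were clustered again to reach 5 subclusters (resolution 0.4), without *Atf4*, *Acta2*, *Pdgfrb*, *Col1a1* and *Col1a2*, and the immune cells were clustered again at 0.3. The cluster with the highest mitochondrial share was removed, as the paper describes. Clusters were named by markers written down beforehand, by thresholds set after the data had been seen. The CAF-like, immune and endothelial-like clusters had at least 2 markers of their class among their 10 leading genes by fold, more than of any other class, and at least 3 detected in 10% or more of the cells. The 10 melanoma-like clusters had 0 markers among their leading genes, as most cells carry them; they were named where at least 3 melanoma markers were detected in 50% or more of the cells and the UMIs per cell were not far below their tumours' medians (0.867 to 1.56 times these, as a median per cluster). The TAM-like subcluster of 152 cells also had 0 among its leading genes against the other immune cells and was named by those against the cells that were not immune (*Lyz2*, *C1qb*). The names may divide the cells differently from the paper's, whose cell labels are not in the deposited tables. No doublets were removed. Scrublet, as built into scanpy 1.11.5 and run per tumour with an expected rate of 5%, has not worked: it marked 17 of 28,411 cells.

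Counts were summed per tumour and class, where the tumour had at least 10 cells of the class. The sums were analysed with edgeR 4.0.16: expression filter, TMM normalization, quasi-likelihood test and Benjamini-Hochberg adjustment, with an adjusted p of 0.05 as the threshold. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation of 0.01) and with fry. The difference between CAF-like and melanoma-like cells was tested as an interaction with the tumour as a block. Shares of cells were compared by an exact two-sided permutation test over the 70 assignments of 8 tumours, and values within a tumour by an exact two-sided sign-flip permutation test. Cells were never taken as replicates, apart from a Wilcoxon test over pooled cells that was added to follow the paper's methods. A count of 0 was given the limit that 3 counts would make. Other tools were data.table 1.17.8, Matrix 1.6.5, DESeq2 1.42.0, python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

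The genes named were fixed by a rule written beforehand. This rule covers the genes the paper names for the single cells (*Atf4*, *Acta2*, *Pdgfrb*, *Col1a1* and *Col1a2*) and the 5 genes with the smallest p on each side of Supplementary Table 3. It takes the 10 genes with the largest change among those past the threshold in CAFs whose levels do not overlap between the genotypes. It also covers lists of sex-linked genes, of artefact candidates picked from Supplementary Table 3, of glycine and proline enzymes and of angiogenic factors. *Cck*, *S100a6*, *Plat*, *Pde10a*, *Gm29084* and *Gt(ROSA)26Sor* fall outside it and were chosen after their values were seen. The list of hypoxia genes was added later than the other lists. The result for 1 gene covered by the rule is not reported.

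The comparisons were tested on simulated data with a log2 fold change of 2 put into known genes. The simulated genes of a class all had the same dispersion, taken from that class. Smaller changes and genes that vary more between tumours were not simulated, so the rates below say nothing about them. In CAF sums, 87% of 200 changed genes were called, with 8 false calls. In melanoma sums 98% of 200 were called with 11 false calls, and in TAM sums 74.5% of 200 with 3 false calls. For the difference between CAF and melanoma sums, 99.4% of 170 genes were called, with 24 false calls among 4,132 genes.

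The alternatives tried were no upper limit on genes, a mitochondrial limit of 15%, no integration, resolution 0.8, shares of non-melanoma cells, DESeq2, no expression filter, the sex of the mouse as a term, the replicate number as a block, expression relative to melanoma-like cells, fry, clustering with the 5 genes, vCAF-like cells called one by one, a pseudocount of 1 in place of 10, Seurat's module score, and each tumour left out in turn. Chosen after seeing the data were the removal of the 5% of cells with the highest Scrublet scores, of the melCAF-like cells or of the vCAF-like cells, the sex as read from *Xist* and Y-linked genes, the high-mitochondrial cluster kept, and the Wilcoxon test. Gene expression in endothelial-like cells was left out, since only 1 tumour had enough of them. The Reactome sets were not used here.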

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

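The tests of differences shared by all cells of a tumour, of gene copies, of the loss of *Atf4* in the host cell, of the sex of the mice, of the removed cluster, of CAF RNA in melanoma-like cells and of vCAF-like cells as the source of *Pdgfrb* were chosen only after the result was seen, as was the choice of *Cck*, *S100a6*, *Plat*, *Pde10a* and *Gm29084*. In 6 of 52 groups of 4 tumours, 1 tumour lay farther from the others than Dixon's 95% limit for 4 values allows. Chance alone gives this in about 1 in 20 groups.

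Replicate 1 of *Atf4* WT/WT mice gave 5,574 cells, far above the other *Atf4* WT/WT tumours (2,706 to 3,177). It also had the most barcodes (8,696) and UMIs (74,942,137), while its median of 8,728 UMIs per cell lay between those of the other tumours of its genotype. No biological explanation was tested.

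Of the 241 cells removed for their mitochondrial share, 230 came from *Atf4* WT/WT replicate 4. Their cluster had a median of 3,223 UMIs and was led by *Ccl5*, *Gm47283*, *Gm26532*, *Nupr1* and *Isg15*. A lower RNA content of that tumour's cells stays open: its melanoma-like cells held a median of 9,163 UMIs, the lowest of the 8 tumours but 0.977 times the lowest of the other 7 (9,377 to 11,580), and its barcodes as deposited a median of 6,330.5 UMIs, against 8,180 to 10,652.5 in the others. Damage to part of its cells and a response of these cells in that tumour also stay open and were not tested.

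Unnamed cells made up 13.6% in *Atf4*Δ/Δ replicate 2 (13.601), above the 8.68% to 9.38% of the other tumours of that genotype but inside the range of *Atf4* WT/WT tumours (9.07% to 15.6%). No explanation was tested.

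*Acta2* stood at 3,031 CPM in the CAF-like cells of *Atf4*Δ/Δ replicate 3, against 117 to 399 CPM in the other tumours of that genotype. This rests on 10 cells, of which 3 were vCAF-like. For the lower *Acta2* of the other *Atf4*Δ/Δ tumours, a smaller vCAF-like subcluster was tested as the whole cause and is argued against. Without its cells, the log2 fold change over 7 tumours was −1.68 (adjusted p = 0.144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and at least 0.0609 over the alternatives). Calling cells one by one found vCAF-like cells in more tumours, and those outside the subcluster were not removed. A smaller number of these thus stays open as a cause. An effect of the host genotype stays open, and no setting tried on the tumour sums took *Acta2* past the threshold.

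*Pdgfrb* stood at 386 CPM (385.59) in the CAF-like cells of *Atf4* WT/WT replicate 2, against 129 to 154 CPM in the other *Atf4* WT/WT tumours. That tumour also had the highest share of vCAF-like cells among CAF-like cells, 39.2%. This share as the whole source is argued against by CPM taken without TMM normalization, unlike the values above. The CAF-like cells of that tumour outside the vCAF-like subcluster still stood at 329 CPM (328.586). In the other 2 tumours where both could be compared, such cells stood at 73.8 CPM (*Atf4* WT/WT replicate 4) and 68.2 CPM (*Atf4*Δ/Δ replicate 4). Cells of the subcluster stood at 421, 519 and 494 CPM, in the same order. Cells called vCAF-like one by one outside the subcluster were not set apart, so a contribution from them stays open. A difference of that tumour's other CAF-like cells stays open.

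*AY036118* stood at 267 CPM (267.33) in the melanoma-like cells of *Atf4* WT/WT replicate 3, against 22.7 CPM in the lowest tumour of that genotype and 19.3 to 36.5 CPM in *Atf4*Δ/Δ tumours. It overlaps *Gm42418* on the opposite strand, and both belong to a list of 8 genes picked from Supplementary Table 3 as candidates for an artefact. The list is only a part of that table, so its result does not cover the table's other genes. All 8 changed in the same direction in melanoma-like cells, which carry *Atf4* in both hosts, and 6 of the 8 had an unadjusted p under 0.05 there. For *AY036118*, 1 of these 6, the change there rests mainly on *Atf4* WT/WT replicate 3. *Rpl22l1* changed by only −0.03 there (standard error 0.11), against −0.38 in CAF-like cells. For most of the 8, a difference between libraries that all cells of a tumour share is thus a candidate explanation. Reads shared between gene copies may add to it: of the genes at an unadjusted p under 0.01 in melanoma-like cells, 7.03% (27 of 384) had a near-identical copy of their 3′ end, against 1.59% of all genes and a median of 1.56% in 10,000 matched lists. *AY036118* itself has no such copy. Loss of *Atf4* in the host cell as the cause is argued against for the 8 genes as a set: the change in CAF-like cells exceeded that in melanoma-like cells by a median of only 0.24 (0.243 on the log2 scale, median standard error 0.218), beside median changes of 1.38 and 1.11. For *Rpl22l1* alone it stays open. A response of all cells of a tumour to the host genotype was not tested.

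In 4 of 8 tumours, all of *Atf4* WT/WT mice, *Xist* and Y-linked genes in CAF-like and TAM-like cells went against the labelled sex, for example with 171 *Xist* UMIs and 0 Y-linked UMIs in a tumour labelled male. A mislabelled sample, here in the sex or in the order of the replicates, is a candidate explanation for these 4. Tumours swapped between the genotypes are argued against, since the lowest *Atf4* level of the pooled named host cells in *Atf4* WT/WT tumours was 2.47 times (2.473) the highest in *Atf4*Δ/Δ tumours.

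*Cck* was higher in CAF-like cells of *Atf4*Δ/Δ mice, with a log2 fold change of 2.76 (19.0 ± 13.1 against 96.9 ± 68.7 CPM; SD, n = 4 tumours each; adjusted p = 0.0371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although *Atf4*Δ/Δ replicate 3 had 0 UMIs. The paper does not report it. In melanoma-like cells *Cck* stood at 50.1 and 83.8 CPM, and a cluster of these cells was led by it. *Cck* was also among the 10 leading genes of the unnamed subcluster of 191 CAF-like cells. Of the 35 splits of the 8 tumours into 4 and 4, 3 gave at least as many genes past the threshold in CAF-like cells as the real one, which is itself among the 3, so the number of calls may be due to chance. The others exchange *Atf4*Δ/Δ replicate 3 with *Atf4* WT/WT replicate 2, which gave 2 genes, or with *Atf4* WT/WT replicate 1, which gave 8.

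In melanoma-like cells, *S100a6* (log2 fold change 0.59, 25.9 and 39.0 CPM), *Plat* (1.10, 1.70 and 3.66 CPM) and *Gm29084* (1.80, 0.362 and 1.29 CPM) were higher and *Pde10a* (−0.83, 123 and 69.5 CPM) was lower in *Atf4*Δ/Δ mice. The paper does not report them. Of the 35 splits, 4 gave at least as many genes past the threshold, the real one included, and the other 3 gave 5, 34 and 68 genes, so this number may be due to chance as well. *Gm29084* shares 32.2% of its 3′ end with other genes. *S100a6* and *Plat* are far more abundant in CAF-like cells (5,570 and 245 CPM in *Atf4* WT/WT mice), but free RNA of CAFs as the whole source is argued against: scaled on *Col1a1*, *Col1a2* or *Dcn* in melanoma-like cells, CAF RNA gives at most 17.8% of the rise of *S100a6* (17.786) and 3.90% of that of *Plat* (3.8976), and without it every *Atf4*Δ/Δ tumour stays above every *Atf4* WT/WT tumour for both genes. Free RNA of other host cells was not tested. An effect of the host genotype on the tumour cells stays open.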

How the results depend on the processing

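The tests without the melCAF-like or vCAF-like cells, without the highest 5% of Scrublet scores, with the sex by expression, with the high-mitochondrial cluster kept, and the Wilcoxon test over pooled cells were chosen only after the result was seen; the other alternatives were set before the data were examined. Over 31 results, 460 fits were made: in 379 the result kept its direction and its side of the threshold or its size, in 20 it was weaker, in 7 stronger, in 17 reversed, and in 37 a count of genes moved. Leaving out the cells that Scrublet's own threshold marks was not run, since it marked 17 cells. Except where stated, the cause was not tested.

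In CAF-like cells, 2 genes were past the threshold. The count was 98 (61 higher, 37 lower in *Atf4*Δ/Δ mice) with no filter, 4 (3 higher, 1 lower) with DESeq2 and 45 (27 higher, 18 lower) with the Wilcoxon test over pooled cells, which takes cells as replicates. It was 1 (0 higher) without the highest 5% of Scrublet scores and 1 (0 higher) without the melCAF-like cells. It was 0 at most 15% mitochondrial counts, with sex as labelled, with sex by expression, with the replicate block and relative to melanoma cells. It ran from 0 to 2 genes over the 8 fits that each left out 1 tumour: 0 without *Atf4* WT/WT replicate 1 or 4 or *Atf4*Δ/Δ replicate 2 or 4. In melanoma-like cells the count of 4 (3 higher) became 119 (78 higher) with DESeq2, 46 (33 higher) with no filter, 1 (1 higher) with no upper limit on genes per cell and 1 (1 higher) with no integration. It was 0 at most 15% mitochondrial counts, with sex as labelled, with sex by expression and with the replicate block. With a tumour left out it ran from 0 to 10, with 10 (10 higher) without *Atf4*Δ/Δ replicate 3. In TAM-like cells 0 became 1 with DESeq2 and 15 (14 higher) with no filter, and ran from 0 to 1 with a tumour left out (1 without *Atf4* WT/WT replicate 2 or 4). In T/NK-like cells 0 became 17 (8 higher) with no filter, and 0 to 1 with a tumour left out (1 without *Atf4* WT/WT replicate 4).

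*Atf4* in CAF-like cells was lower in *Atf4*Δ/Δ mice in all 12 alternatives and all 8 fits without a tumour. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, it was not past the threshold at most 15% mitochondrial counts (−1.16, adjusted p = 0.0650), with sex as labelled (−1.26, 0.0965), with sex by expression (−1.25, 0.0630), with the replicate block (−1.25, 0.0572) and relative to melanoma cells (−1.29, 0.118); over the alternatives the adjusted p ran from 1.1e-05 to 0.118. With a tumour left out the log2 fold change ran from −1.48 to −1.12, and the adjusted p was under 0.05 only without *Atf4*Δ/Δ replicate 1 or 3. The terms for sex and block leave fewer degrees of freedom for the error. The replicate numbers do not pair the samples: the correlation between tumours of the same number lay between −0.13 and 0.14 in CAF-like cells and between −0.40 and −0.06 in melanoma-like cells.

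*Atf4* in melanoma-like cells, near 0 throughout, was −0.0505 with sex by expression and ran from −0.10 to 0.10 with a tumour left out. *Col1a1* and *Col1a2* reversed to −0.88 and −0.71 relative to melanoma cells; the few *Col1a1* UMIs in melanoma-like cells, 2.25 and 6.31 CPM, rose more than those in CAF-like cells, so that the construction of the difference gives this sign.

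Under fry in place of camera, the 6 lists past the threshold were no longer past it, with unchanged medians by construction: the ISR and amino acid genes (−0.34, adjusted p = 0.187), the UPR genes (−0.11, 0.181), smooth muscle contraction (−0.28, 0.283), the collagen genes (0.18, 0.283), the genes higher in *Atf4*Δ/Δ mice in small tumours (0.19, 0.283) and the mural cell genes (−0.49, 0.283). Without the highest 5% of Scrublet scores, the collagen genes were at 0.12 (adjusted p = 0.0725; 3.6e-04 to 0.283 over the alternatives) and the genes higher in *Atf4* WT/WT mice in small tumours at −0.058 (0.0165; 0.0165 to 0.557 over the alternatives). With a tumour left out, the medians ran from −0.47 (without *Atf4*Δ/Δ replicate 1) to −0.17 (without *Atf4*Δ/Δ replicate 4) for the ISR and amino acid genes, from −0.42 (without *Atf4* WT/WT replicate 1) to −0.19 (without *Atf4* WT/WT replicate 2) for smooth muscle contraction, from −0.70 (without *Atf4* WT/WT replicate 3) to −0.30 (without *Atf4* WT/WT replicate 2) for the mural cell genes and from 0.11 (without *Atf4*Δ/Δ replicate 4) to 0.29 (without *Atf4*Δ/Δ replicate 3) for the genes higher in *Atf4*Δ/Δ mice in small tumours, past the threshold by camera in all 8 fits each. They ran from −0.18 to −0.10 for the UPR genes (not past the threshold without *Atf4*Δ/Δ replicate 4, −0.11), from 0.10 to 0.32 for the collagen genes (not past it without *Atf4*Δ/Δ replicate 2, 0.10), from −0.128 to 0.0441 for the genes higher in *Atf4* WT/WT mice in small tumours (0.0441 without *Atf4*Δ/Δ replicate 4) and from −0.283 to −0.0322 for the vCAF genes (past it without *Atf4* WT/WT replicate 3, −0.28). The genes higher in *Atf4* WT/WT mice in small tumours were past it by camera in 2 of the 8 fits, though not with all tumours.

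The difference in the share of melanoma-like cells, −0.3575 percentage points, reversed to 0.195 with no integration and to 1.01 with the high-mitochondrial cluster kept, and ran from −2.55 (without *Atf4*Δ/Δ replicate 3) to 1.20 (without *Atf4* WT/WT replicate 2). That of endothelial-like cells ran from −0.0236 (without *Atf4* WT/WT replicate 2) to 0.0721 (without replicate 1), and that of vCAF-like cells among CAF-like cells from −12.4 (without *Atf4*Δ/Δ replicate 3) to 2.04 (without *Atf4* WT/WT replicate 2). None of these shares was past the threshold, which a cell class that differs alone cannot pass after adjustment over the classes.

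With vCAF-like cells defined cell by cell, 6 tumours in place of 3 could be compared, and only then can the exact test pass 0.05: *Acta2* at 3.23, *Pdgfrb* at 2.19 and the vCAF minus the mural signature at 0.431 (exact permutation test, p = 0.0313 each). Depth limits the smaller classes: 1,281 genes could be tested in TAM-like cells and 279 in T/NK-like cells, against 12,556 in melanoma-like cells.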

Differences from the paper's values

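The Wilcoxon test over pooled cells was chosen after seeing the values; the other tests named here were set before the data were examined. In CAFs of the large tumours, the paper lists 30 genes higher and 19 genes lower in *Atf4*Δ/Δ mice, against 1 higher and 1 lower in the sums per tumour by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (301 genes in all had an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap: DESeq2 gave 3 higher and 1 lower, no expression filter 61 and 37, no upper limit on genes and no integration 2 and 1 each, resolution 0.8 1 and 1, and a mitochondrial limit of 15%, the sex as a term, the replicate block and expression relative to melanoma-like cells 0 and 0. The Wilcoxon test over pooled cells is the test that the paper's methods name, and it was chosen after seeing the values. Those methods state no adjustment for it, and Bonferroni adjustment over 18,741 genes was used here. This test gave 27 higher and 18 lower, and all 45 are in the paper's table. It takes cells as replicates.

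The paper reports *Acta2* as lower in CAFs of large tumours in *Atf4*Δ/Δ mice. Its log2 fold change in the sums per tumour was −0.66, with an adjusted p of 0.980 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Wilcoxon test over pooled cells, chosen after seeing the values, called it (natural log fold change 1.059, higher in *Atf4* WT/WT mice, adjusted p = 3.87e-12).

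The paper states that *Atf4* is lost in host cells of *Atf4*Δ/Δ tumours. In CAF-like cells it was lower, at 142 against 325 CPM, and was detected in each of the 4 *Atf4*Δ/Δ tumours. Of the 304 *Atf4* UMIs in the CAF-like cells of *Atf4*Δ/Δ mice, 133 remained without the melCAF-like cells, against 38.3 expected from melanoma RNA. The paper's Discussion describes the tamoxifen deletion as efficient but incomplete, so some *Atf4* left in host cells does not contradict the paper as a whole.

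The paper describes the ISR, the UPR and smooth muscle contraction as higher in CAFs of *Atf4* WT/WT mice. The lists had that direction (medians −0.34, −0.11 and −0.28) and were past the threshold by camera, but not by fry (adjusted p = 0.187, 0.181 and 0.283).

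The paper describes a lower total number of endothelial cells in *Atf4*Δ/Δ mice. The numbers of endothelial-like cells had that direction, 16 in these and 20 in *Atf4* WT/WT mice, of which 16 came from replicate 1, while the mean share per tumour had the other, 0.118% and 0.106%. Leaving out *Atf4* WT/WT replicate 2 or 4 or *Atf4*Δ/Δ replicate 3 gave the paper's direction for the mean share too, by −0.0236, −0.0026 and −0.0030 percentage points.

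The paper names a cCAF subcluster among the CAFs of large tumours. None of the 5 subclusters of CAF-like cells here was led by cCAF genes. The names were rebuilt from marker genes, so such a difference can come from the naming.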

Other observations

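The tests of *Atf4* against melanoma RNA and of the melCAF-like cells, the pool of host cells and the Wilcoxon test over pooled cells with its splits were chosen only after the result was seen, as was *Gt(ROSA)26Sor*, and the list of hypoxia genes was added after the data had been seen.

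*Atf4* UMIs remained in CAF-like and TAM-like cells of *Atf4*Δ/Δ mice. RNA from melanoma cells as their only source is argued against: in CAF-like cells without the melCAF-like ones, 133 UMIs were observed and 38.3 expected from melanoma RNA, a ratio of 3.47 (95% interval 2.91 to 4.12; 2.56 to 6.27 in single tumours). In TAM-like cells 42 were observed and 15.7 expected, a ratio of 2.68 (1.93 to 3.62; 1.47 to 4.34 in single tumours). Incomplete excision and transcripts left after excision stay open and were not tested.

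*Gt(ROSA)26Sor* stood at a mean of 79.4 CPM (21.9 to 123) in the pooled named host cells of *Atf4* WT/WT mice and 13.5 CPM (3.27 to 19.6) in those of *Atf4*Δ/Δ mice. In melanoma-like cells it stood at 35.5 and 32.9 CPM, a log2 fold change of −0.11.

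The melCAF-like subcluster (81 cells in 7 tumours) carried melanoma markers at 8.35 to 24.6 times the level in other CAF-like cells of the same tumour, which follows from its naming by such markers and decides nothing. Free RNA of melanoma cells as the source is argued against by its UMIs per cell, 1.61 to 3.94 times those of other CAF-like cells in each of the 7 tumours, since free RNA fills all droplets alike. These UMIs were a median of 0.837 times those of another CAF-like cell and a melanoma-like cell added up (0.450 to 1.01). By these UMIs, doublets of a CAF and a melanoma cell are a candidate explanation. The doublet scores were 3.66 to 5.84 times those of other CAF-like cells. They come from Scrublet, which has not worked on these data, so they decide nothing. A cell that is itself of mixed character was not tested.

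In melanoma-like cells, 17 of 20 hypoxia genes were higher in *Atf4*Δ/Δ mice (median log2 fold change 0.28; camera, adjusted p = 1.51e-04, and fry, adjusted p = 0.695). The mean log2 level per tumour was higher by 0.29 (exact two-sided permutation test, p = 0.343, n = 4 tumours each), so lower oxygen in these tumours cannot be told apart from the spread between tumours. Of 29 genes of the ISR and of amino acid metabolism, 25 were lower (median −0.10; camera, adjusted p = 0.0184, and fry, adjusted p = 0.782). The mean level differed by −0.12 (exact permutation test, p = 0.571), and an answer of the tumour cells' ISR to the host cannot be told apart from that spread either. For 34 UPR genes the median was −0.16 (30 lower; camera, adjusted p = 1.2e-06, and fry, adjusted p = 0.695; mean level −0.14, exact permutation test, p = 0.229), and for the ISR targets of Supplementary Table 10 it was −0.04 (camera, adjusted p = 0.880).

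*Pdgfrb* in CAF-like cells of the large tumours had a log2 fold change of −0.58 (standard error 0.34; 200 ± 125 and 156 ± 66.7 CPM, SD, n = 4 tumours each; adjusted p = 0.865 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each tumour left out in turn it ran from −0.75, without *Atf4* WT/WT replicate 1, to −0.10, without *Atf4* WT/WT replicate 2.

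The other tests across many genes were compared with the 35 splits of the 8 tumours into 4 and 4, the real split included in each count. As many gene lists past the threshold by camera in CAF-like cells (6) or more were found in 8 of the 35 splits, and as many genes by the Wilcoxon test over pooled cells in 3 of the 35, where the other 34 splits gave a median of 11 genes (0 to 59). For TAM-like cells and for CAF-like relative to melanoma-like cells, where the real split gave 0 genes (89 and 252 at an unadjusted p under 0.05), all 35 splits give at least as many by construction, which says nothing about chance.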
